# Loss of function mutation in *Ank* causes aberrant mineralization and acquisition of osteoblast-like-phenotype by the cells of the intervertebral disc

**DOI:** 10.1038/s41419-023-05893-y

**Published:** 2023-07-19

**Authors:** Takashi Ohnishi, Victoria Tran, Kimheak Sao, Pranay Ramteke, William Querido, Ruteja A. Barve, Koen van de Wetering, Makarand V. Risbud

**Keywords:** Transcriptomics, Pathogenesis

## Abstract

Pathological mineralization of intervertebral disc is debilitating and painful and linked to disc degeneration in a subset of human patients. An adenosine triphosphate efflux transporter, progressive ankylosis (ANK) is a regulator of extracellular inorganic pyrophosphate levels and plays an important role in tissue mineralization. However, the function of ANK in intervertebral disc has not been fully explored. Herein we analyzed the spinal phenotype of *Ank* mutant mice (*ank*/*ank*) with attenuated ANK function. Micro-computed tomography and histological analysis showed that loss of ANK function results in the aberrant annulus fibrosus mineralization and peripheral disc fusions with cranial to caudal progression in the spine. Vertebrae in *ank* mice exhibit elevated cortical bone mass and increased tissue non-specific alkaline phosphatase-positive endplate chondrocytes with decreased subchondral endplate porosity. The acellular dystrophic mineral inclusions in the annulus fibrosus were localized adjacent to apoptotic cells and cells that acquired osteoblast-like phenotype. Fourier transform infrared spectral imaging showed that the apatite mineral in the outer annulus fibrosus had similar chemical composition to that of vertebral bone. Transcriptomic analysis of annulus fibrosus and nucleus pulposus tissues showed changes in several biological themes with a prominent dysregulation of BMAL1/CLOCK circadian regulation. The present study provides new insights into the role of ANK in the disc tissue compartments and highlights the importance of local inorganic pyrophosphate metabolism in inhibiting the mineralization of this important connective tissue.

## Introduction

The spinal motion segment comprising the intervertebral disc and the adjacent vertebrae, absorbs the axial load and provides mobility to the spine. Calcification of the disc impairs its integrity and biomechanical function; Gruber et al. reported this incidence in 14.69% of the specimens from nonsurgical donors and tissues obtained during surgery [1]. A high prevalence of mineralization has been reported in the degenerated discs in the elderly [2–4], with males being more susceptible [5].

The balance between inorganic phosphate (Pi) and inorganic pyrophosphate (PPi) [6–8] is a critical determinant of mineralization. The progressive ankylosis gene, *Ank* is one of the important regulators of physiological mineralization modulating the Pi/PPi balance in concert with other factors [7, 9]. The occurrence of ectopic mineralization suggests disruption of this regulatory mechanism, which may occur in the disc with aging [8, 9]. Interestingly, increased levels of ANK protein were reported in degenerated human NP [10], suggesting a possible compensation to adjust the local Pi/PPi balance. Loss of ANK function also results in ectopic mineralization of the articular cartilage and other joint tissues, resulting in progressive loss of joint mobility in *Ank* loss of function, *ank*, mice [11]. In addition, ANK is known to elevate extracellular PPi which inhibits hydroxyapatite deposition by preventing the growth of nascent Ca_3_(PO_4_)_2_ crystals [12]. Similar to its role in cartilage, ANK is regarded as an important regulator of calcification and development of bone tissue. While *Ank* knockdown decreased the expression of osteoblast marker genes *Alpl*, *Ibsp*, and *Sp7*, its overexpression increased these markers in preosteoblastic MC3T3-E1 cells [13, 14]. In *ank* mice, parameters of trabecular bone quality in the femur and tibia are affected [14] with a decrease in bone volume and trabecular thickness with increased trabecular separation, without an effect on cortical thickness [14]. These studies indicate that on the one hand, ANK prevents mineralization in the cartilage while on the other hand acts as a pro-mineralization factor in the bone.

Sampson and Davis reported the disc mineralization in *ank* mice before ANK function was discovered at the molecular level without elucidating the cellular and molecular mechanisms of aberrant mineralization [15, 16]. We, therefore, investigated the spinal phenotype of *ank* mice to delineate cellular and molecular mechanisms that underscore the phenotype. Our findings provide new insights into the importance of ANK in the maintenance of spine health and its role in preventing pathological mineralization of the disc.

## Results

### ank mice show intervertebral disc fusion and altered vertebral bone parameters

Micro-CT (μCT) imaging was performed to visualize the spines of 4-, 13-, and 20-week-old *Ank*^*ank/ank*^ (*ank*), and *Ank*^*+/+*^ (wildtype) mice. It was evident that *ank* mice suffered from aberrant mineralization in the disc at 13 weeks, with fusion and peripheral bridging, features not seen in 4-week-old animals. The phenotype was progressive with age and mineralization appeared to be restricted to the AF (Fig. 1a–i). Importantly, the cervical, thoracic, and lumbar spine was prominently affected without a noticeable effect on the caudal region at 13 weeks of age, with the more caudal disc being affected at 20 weeks, suggesting cranial to the caudal progression of the pathological disc mineralization (Supplemental Fig. S1a, b). The mineral volume within the discs was quantified at 4-, 13-, and 20-weeks, showing significant mineralization only in the *ank* mice (Fig. 1d–f). Analyses of 13-week-old *Ank*^*ank/ank*^*, Ank*^*ank/+*^(Het), and WT mice showed that female *ank* mice had an increase in disc height, smaller vertebral heights, and greater disc height indices (DHI) (Fig. 1j–m). Whereas, cortical thickness, bone area, bone volume, and bone mineral density (BMD) were all significantly greater in male mutants suggesting an increased cortical bone mass (Fig. 1n–q), similar to an increase in BMD reported in an osteoblast-specific *Enpp1*-KO female mice [17]. Interestingly, unlike findings in long bones, trabecular number, trabecular separation, bone volume/tissue volume (BV/TV), and BMD were similar between genotypes, except for significantly smaller trabecular thickness in female mutant mice (Fig. 1r–v) [14].

**Fig. 1:**
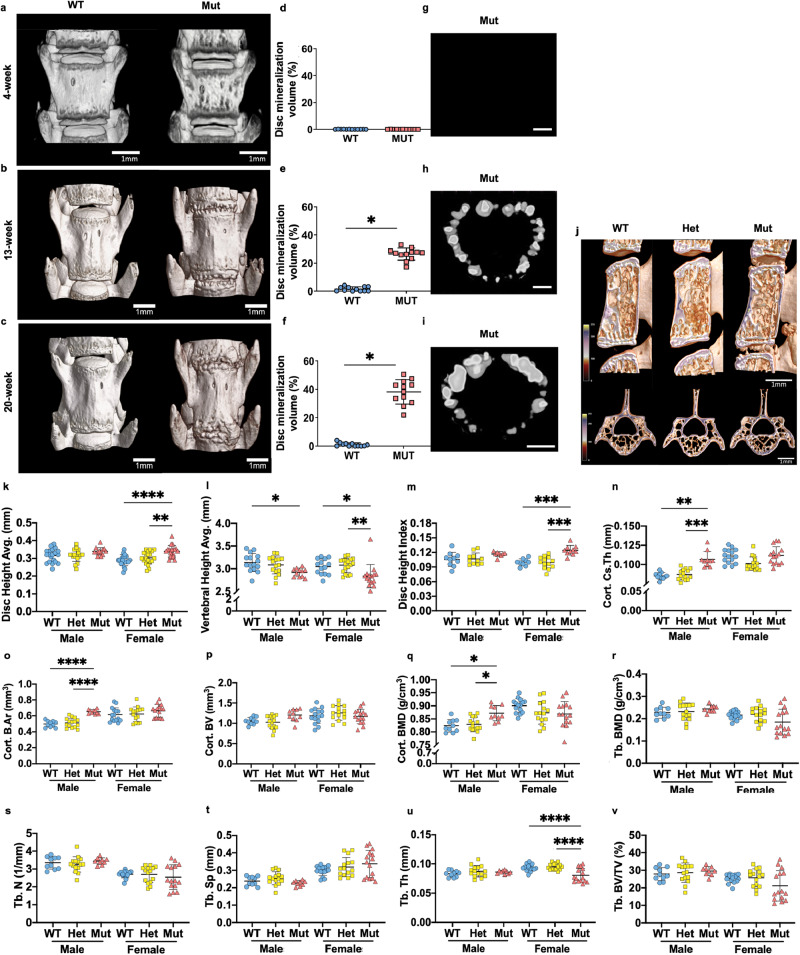
The *ank* mutants presented greater disc heights and more bone mass in the cortical bone. **a**–**c** Representative micro-CT images of 4-week-old (**a**), 13-week-old (**b**), and 20-week-old (**c**) WT and *ank* mutant (Mut) lumbar spines. The center vertebra corresponds to L4. Scale bars, 1 mm. **d–i** Disc mineralization volume quantifications and images in the lumbar discs of WT and Mut mice of **d** 4-week-old, **e** 13-week-old, and **f** 20-week-old. Transaxially cut surface rendering images of the L6/S disc of **g** 4-week-old, **h** 13-week-old, and **i** 20-week-old Mut mice. Scale bars, 250 μm. **j** Sagittally and transaxially cut surface rendering images with a heatmap of bone mass density. Scale bars, 1 mm. **k** Disc heights of L4/5, L5/6, and L6/S1. **l** Vertebral heights of L4, L5, and L6 vertebrae. **m** Disc height indices of L4/5 and L5/6 discs. **n** Cortical cross-sectional thickness (Cort. Cs. Th) (mm); **o** Cortical bone area (Cort. B. Ar) (mm^2^); **p** Cortical bone volume (Cort. BV) (mm^3^); **q** Cortical bone mass density (Cort. BMD) (g/cm^3^). **r** Trabecular bone mass density (Tb. BMD) (g/cm^3^). **s** Trabecular number (Tb. N) (1/mm); **t** Trabecular spacing (Tb. Sp) (mm); **u** Trabecular thickness (Tb. Th) (mm); **v** Trabecular bone volume/tissue volume (Tb. BV/TV) (%); L4-6 vertebrae were analyzed for bone parameters. WT: 7–10 mice (4–5 male; 3–5 female); Het: ten mice (five male; five female); Mut: eight mice (three male; five female). Quantitative measurements represent mean ± SD. Significance was tested using ANOVA or Kruskal–Wallis test followed by Dunn’s multiple comparison test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Dystrophic mineral deposits in the AF compartment of ank mice show regional differences in composition

Disc mineralization phenotype in ank mice had 100% penetrance regardless of their sex at 13 weeks and beyond. Similarly, all the lumbar discs (L1/2 - L6/S1) in 13-week-old ank mice but none in WT and Het mice evidenced mineralization (Fig. 2a–d). Mineralized, frozen sections of spinal motion segments from 13-week-old mice stained with Alizarin Red showed that mineralization affected only the AF but not the NP compartment in ank mice (Fig. 2b). This was noteworthy since analyses of the ScRNA-Seq data from the rat (GSE211407) [18] and bovine (GSE179714) [19] discs showed expression of Ank by NP and AF cells (Supplemental Fig. S2a–d). Similarly, ScRNA-Seq data from healthy human NP tissue (GSE205535) showed prominent ANKH expression by ACAN-expressing NP cell clusters [20] (Supplemental Fig. S2e, f) supporting our previous findings in the mouse and human [10].

**Fig. 2:**
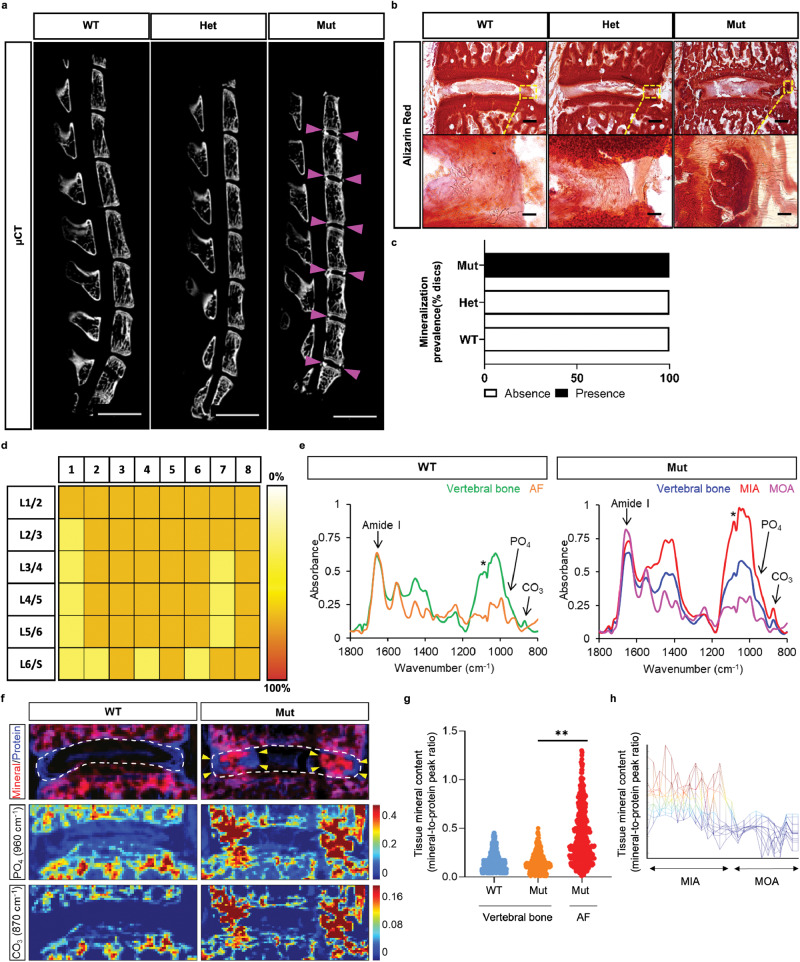
*ank* mutants manifest compositionally heterogenous calcified mineralization in the AF. **a** Micro**-**CT showed higher prevalence and widespread distribution of disc calcification in the lumbar spine of 13-week-old mutants. Arrowheads indicate the ectopic mineralization of the AF. Scale bar, 4 mm. **b** Alizarin Red staining showed staining of the mutant AF. Scale bars, 200 μm for low magnification and 20 μm for high magnification images. **c** Prevalence of calcified mineralization in the disc. WT and Het, 0/10 mice; Mut, 8/8 mice. **d** Color scale represents small, medium, and large-size ectopic mineral deposits in the lumbar discs of eight mutants. **e** FTIR spectra show absorbance bands from collagen (amide I at 1660 cm^−1^) and apatite (phosphate at 960 cm^−1^ and carbonate at 870 cm^−1^) in the vertebral bones. In Mut animals, intense apatite bands can also be seen in the intermediate layer of the AF (MIA), but not in the outer layer of the AF (MOA). *Artifact from spectral subtraction of cryotape signals. **f** FTIR spectral imaging shows the overlaid distribution of mineral and protein, highlighting the clear mineralization of the MIA of Mut animals. Dashed white lines demark the intervertebral disc, yellow arrowheads point to the mineralized AF in Mut animals. The distribution of phosphate and carbonate appears more intense in the AF mineralization. The color scale shows spectral intensity at specific absorbance bands, reflecting the presence of corresponding components. **g** Assessment of the tissue mineral content by quantification of the mineral-to-protein (960/1660) peak intensity ratios, from inverted second derivatives of the spectra. Whereas the mineral content was similar in the vertebral bones of WT and Mut animals, the MIA had significantly greater mineral content (**p < 0.01). **h** Mineral content across the MIA-MOA interface illustrates the prevalence of mineralization in the MIA and its absence in the MOA.

Subsequently, Fourier transform infrared (FTIR) spectral imaging was performed to compare the chemical composition of intradiscal minerals with that of vertebral bone [21]. FTIR spectra (Fig. 2e) of the vertebral bone of WT and *ank* (Mut) animals showed typical absorbances from collagen (Amide I at 1665 cm^−1^) and carbonated apatite mineral (PO_4_^3−^ at 960 cm^−1^ and CO_3_^−^ at 870 cm^−1^). In WT animals, as expected, no absorbance bands from phosphate or carbonate were seen. In contrast, *ank* animals showed intense mineralization in the intermediate layer of the AF (MIA), which was not obvious in the outer layer of the AF (MOA). FTIR imaging (Fig. 2f) further demonstrated these findings, illustrating the carbonate-containing basic calcium phosphate apatite deposition in the MIA of Mut animals. The overlay of the mineral and protein FTIR images did not detect a prominent amount of apatite in the MOA compared to that in the MIA. Moreover, FTIR imaging of phosphate and carbonate highlighted the intense apatite deposition in the MIA of *ank* animals. In fact, spectral quantification of the mineral-to-protein peak ratio (Fig. 2g) showed a significantly greater tissue apatite content in the MIA of *ank* animals than in the vertebral bone of either WT and *ank* animals, suggesting that the composition of the MIA was discrete from that of native bone matrix. In addition, spectral quantification of mineral content across the MIA-MOA interface (Fig. 2h) demonstrated the different mineralization prevalence in these regions.

### Loss of Ank function causes structural disruption of disc compartments, disorganization of the AF matrix, and promotes degeneration

Since the mineralization phenotype in intervertebral discs of *ank* mice showed 100% penetrance and was independent of the sex, the male and female data were analyzed together. Histological findings from 13-week-old mice showed significant changes to the AF matrix structure and organization in *ank* mice. The AF lamellae showed signs of buckling, cellular disorganization in the outer and mid-AF regions, and overall AF hyperplasia (Fig. 3a–d). NP cells appeared turgor and full of vacuoles as opposed to a compact morphology in WT and Het animals, suggesting diminished loading of the disc (Fig. 3a–c, e). There was a concomitant decrease in the aspect ratio and the area of the NP in *ank* mutants (Fig. 3f, g). While the NP cell band had a larger area, the cell number or cell density was similar among genotypes (Fig. 3h–j). Despite these morphological changes suggesting pathological alterations, levels of carbonic anhydrase 3 (CA3), an NP phenotypic marker, were maintained (Fig. 3k, l).

**Fig. 3:**
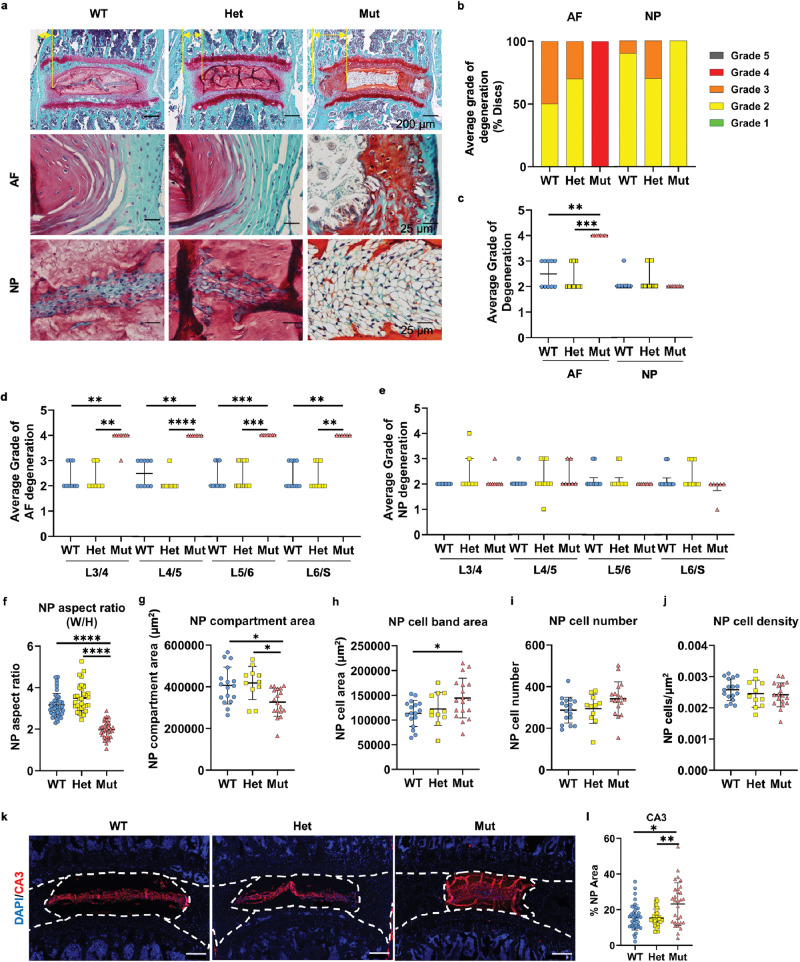
Disorganized and enlarged AF, and smaller compartment but maintained phenotype of the NP in *ank* mutants. **a** Histology of 13-week-old mice showing differences in tissue structure and cell morphology in the AF and NP. **b**–**e** Modified Thompson Grading distribution and averages showed small degenerative changes in the NP but high degenerative grades in the AF regardless of the levels. WT: 11 mice (six male; five female); Het: nine mice (four male; five female); Mut: nine mice (three male; six female), 3–4 discs/mouse. **f**–**j** Analyses of NP morphology, NP area, cell band area, cell number, and cell density. **k**, **l**. Carbonic anhydrase 3 (CA3) represents the NP phenotype. WT: 11 mice (six male; five female); Het: nine mice (four male; five female); Mut: nine mice (three male; five female), 3–4 discs/mouse. Dotted lines demarcate different tissue compartments within the disc. Quantitative measurements represent mean ± SD. Significance was tested using ANOVA or Kruskal–Wallis test followed by Dunnett’s T3 multiple comparisons test or Dunn’s multiple comparison test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### *ank* mice show alteration in endplate morphology

The endplate (EP) consists of a subchondral bony EP (BEP) (calcified cartilage before skeletal maturity) and an uncalcified thin layer of cartilaginous EP (CEP) which interfaces with the NP and AF (Fig. 4a) and is critical for nutrient diffusion [22]. μCT analyses showed changes in the BEP parameters in mutants (Fig. 4b–e). Notably, histologically there were no defects in the EP of *ank* mice and the gross morphology of the CEP was similar between genotypes. However, the formation of secondary ossification centers in the BEP was delayed in the mutants (Fig. 3a) and showed increased EP cellularity (Fig. 4f). EP scoring showed similar distribution and average scores of degeneration (Fig. 4g–i). Supporting the observation of Safranin O/Fast Green staining, there was an increase in the number of TNAP-positive CEP cells which resulted in the thickening of the CEP in mutants (Fig. 4f). These results suggested that loss of *Ank* function affects the EP structure.

**Fig. 4:**
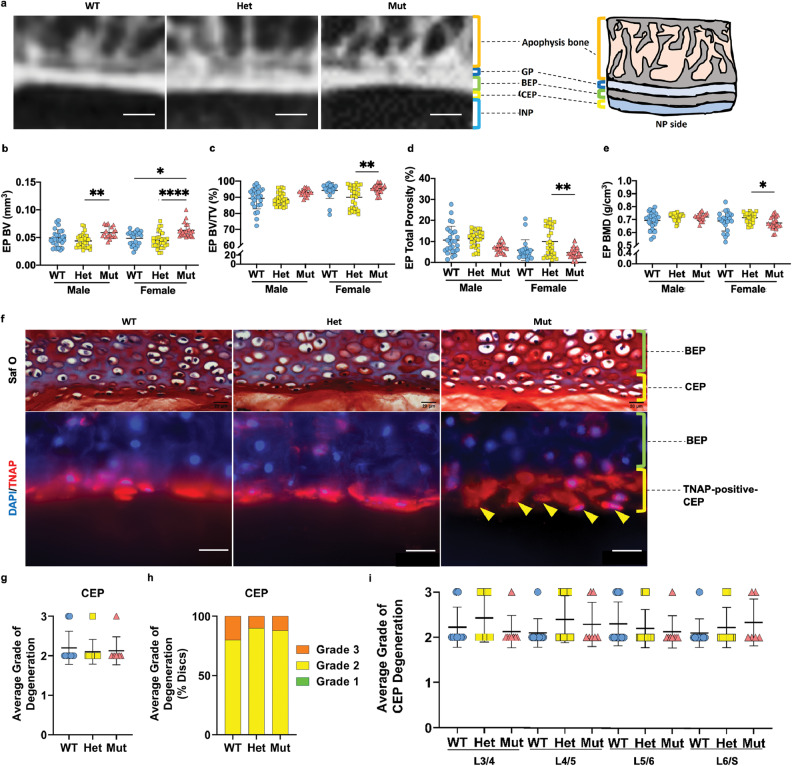
More bone mass in the BEP and thicker but organized CEP in *ank* mutants. **a** Representative micro-CT images and cartoon illustration of the L4/5 disc upper EP. Scale bar, 200 μm. GP growth plate. **b** EP bone volume (EP BV) (mm^3^). **c** EP bone volume/tissue volume (EP BV/TV) (%). **d** EP total porosity (%). **e** EP bone mass density (EP BMD) (g/cm^3^). L4, 5, 6 vertebrae were analyzed for bone parameters. WT: 7–10 mice (4–5 male; 3–5 female); Het: ten mice (five male; five female); Mut: eight mice (three male; five female). Quantitative measurements represent mean ± SD. Significance was tested using ANOVA or Kruskal–Wallis test followed by Dunn’s multiple comparison test. *p < 0.05, **p < 0.01, ****p < 0.0001. **f** Representative images of Safranin O/Fast Green staining and TNAP staining of the EP. Arrowheads indicate an additional layer of cells. Scale bar, 200 μm. **g**–**i** Histological grading assessment as described by Tessier et al. WT: 11 mice (six male; five female); Het: nine mice (four male; five female); Mut: nine mice (three male; five female), 3–4 discs/mouse. Significance was tested using ANOVA or Kruskal–Wallis test followed by Dunnett’s T3 multiple comparisons test or Dunn’s multiple comparison test. *p < 0.05.

### *ank* mice show altered disc matrix composition

There was a trend towards a higher ratio of green fibers in the AF of mutants in Picrosirius Red staining, suggesting collagen fibers were less cross-linked and showed a higher turnover rate (Fig. 5a, b). Immunohistochemical analyses revealed that the abundance of collagen I (COL I) and cartilage oligomeric matrix protein (COMP) was significantly lower in the AF compartment of mutants (Fig. 5c, d, k, l). Collagen II (COL II) staining, however, did not differ among genotypes in both AF and NP (Fig. 5e, m, n). Our results showed a higher abundance of collagen X (COL X) in mutants, without simultaneously increased MMP13 staining (Fig. 5f, g, o–q). Therefore, an increase in COL X could be a compensatory response to modulate ectopic mineralization [23], and not a sign of hypertrophic chondrocytes [24]. Although we observed similar aggrecan (ACAN) and ARGxx staining among genotypes (Fig. 5h, i, r–t), chondroitin sulfate (CS)-positive areas were smaller in mutants (Fig. 5j, u, v), indicating diminished CS substitution in CS-enriched proteoglycans, including ACAN. Collectively these results suggest that the composition of the disc matrix of *ank* mice is altered, resulting in compromised tissue function.

**Fig. 5:**
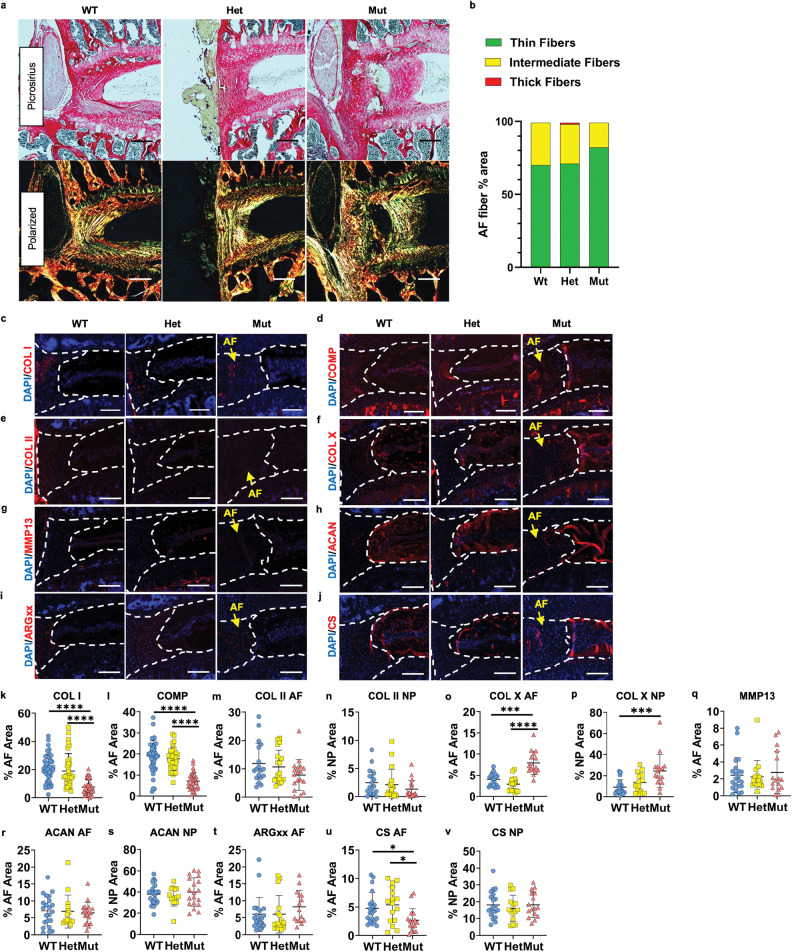
Alteration in the collagen composition and turnover as well as changes in the CS amount in the AF matrix of *ank* mutants. **a** Picrosirius Red staining and polarized microscopy of discs. Scale bar, 200 μm. **b** Analysis of the percentage of thin (green), intermediate (yellow), and thick fibers (red). The chi-square test was used for statistical analysis. WT: 11 mice (six male; five female); Het: nine mice (four male; five female); Mut: nine mice (three male; five female), 3–4 discs/mouse. **c**–**v** Quantitative immunohistochemical staining of matrix components and catabolism markers: **c**, **k** COL I; **d**, **l** COMP; WT: 5–9 mice (3–5 male; 2–5 female); Het: 4–8 mice (2–4 male; 2–5 female); Mut: nine mice (three male; five female), 2–4 discs/mouse. **e**, **m**, **n** COL II; **f**, **o**, **p** COL X; **g**, **q** MMP13; **h**, **r**, **s** ACAN; **i**, **t** ARGxx; **j**, **u**, **v** CS; WT: 5–9 mice (six male; five female); Het: nine mice (four male; five female); Mut: 4–7 mice (2–3 male; 1–5 female), 2–4 discs/mouse. Dotted lines demarcate different tissue compartments within the disc. Scale bar, 200 μm. Quantitative measurements represent mean ± SD. Significance was tested using ANOVA or Kruskal–Wallis test followed by Dunnett’s T3 multiple comparisons test or Dunn’s multiple comparison test. *p < 0.05, ***p < 0.001, ****p < 0.0001.

### AF cells of *ank* mice show increased apoptosis and acquire an osteoblast-like phenotype

Based on FTIR spectroscopic and immunohistology, we hypothesized that the mineralization in the MIA and MOA may represent discrete mineralization phases. The μCT scans showed that MIA exhibited higher radio-opacity compared to that of the MOA which was comparable to that of the bone (Fig. 6a). Alizarin Red staining on the corresponding discs revealed that staining of the MIA was heterogenous and disorganized, while that of the MOA was along the lamellae (Fig. 6b). In the same discs TNAP and TRAP-positive cells were identified in the MOA and almost no labeling was seen in the MIA region (Fig. 6c, d). In addition, the MOA region showed robust cellular osteocalcin (OCN) staining (Fig. 6e) without any differences in Ki67 staining among genotypes (Supplemental Fig. S3a, b). We further analyzed mutant discs for cathepsin K (CTSK), CD68, and CD14, markers of osteoclasts, macrophages/osteoclasts, and macrophages, respectively [25–28]. These molecules were not expressed by the cells in the MOA region (Supplemental Fig. S3c–e), suggesting that the cells are not likely to be osteoclasts despite TRAP positivity. We further investigated whether endochondral ossification occurred in the region of the MOA but did not observe substantial CD31 or Indian hedgehog (IHH) staining in the region of the MOA (Supplemental Fig. S3f, g). This indicates that a population of resident AF cells acquired osteoblast-like-phenotype in the absence of overt endochondral ossification and laid down bone-like-matrix in the region of the MOA. Finally, TUNEL-staining demonstrated increased apoptosis in the AF of *ank* mutants, and apoptotic cells primarily localized to the periphery of the acellular mineral inclusion in the intermediate-annulus (Fig. 6f, g). There was also a slight increase in TUNEL-positive cells in the NP compartment of the *ank* mutant (Fig. 6f, h).

**Fig. 6:**
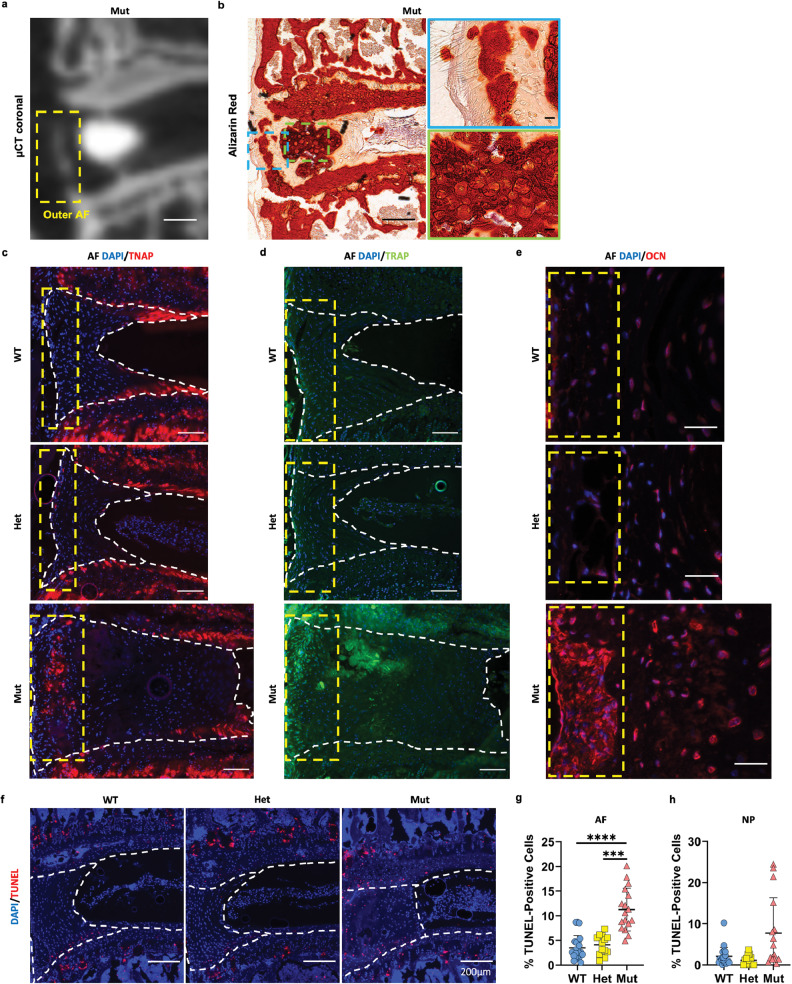
Acquisition of osteoblast-like-phenotype in the cells of the outer AF with cell death in the intermediate AF and NP in *ank* mutants. **a**–**d** Qualitative analyses of the calcified mineralization in the same AF from the same mutant: **a** μCT; **b** Alizarin Red staining; **c** TNAP staining; **d** TRAP staining. Scale bars, 200 μm for low magnification and 20 μm for high magnification images. **e** Immunohistochemical analysis of osteocalcin (OCN) in the mutant AF. Scale bars, 25 μm. Yellow dotted lines demarcate the outer AF (**a**, **c**–**e**). **f**–**h** TUNEL assay showing greater numbers of cells showing positivity in the AF and NP of mutants. Scale bars, 200 μm. WT: nine mice (five male; four female); Het: seven mice (two male; five female); Mut: 7–8 mice (2–3 male; five female), 1–4 discs/mouse. White dotted lines demarcate different tissue compartments within the disc. Quantitative measurements represent mean ± SD. Significance was tested using Kruskal–Wallis test followed by Dunn’s multiple comparison test. ***p < 0.001, ****p < 0.0001.

### Global transcriptomic analyses show significant alterations in AF and NP of ank mutants with a pronounced perturbation in BMAL1/CLOCK circadian regulation

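AF tissue came from 5 WT mice and 5 ank mice, 13 weeks old, with 2 males and 3 females in each group; the paper's methods name caudal discs and the deposited sample labels caudal and lumbar discs. Its RNA was hybridised to Clariom S arrays, 1 array per mouse, which measure most genes with a single probe set. The authors normalized the signals with the sst-rma method of the Transcriptome Analysis Console and deposited them as log2 values, so every mean, SD and difference below is on the log2 scale. A table of the array's annotation names 19572 probe sets of 19505 genes, and Ank itself is not analysed here. A gene was called above background in an array when its value exceeded the 95th percentile of 1426 odorant, pheromone and trace amine receptor genes, which serve as genes silent in the disc. The AF comparison covers the 4078 genes above background in at least 5 of the 10 AF arrays. Each WT array held 2831 to 6368 such genes and each ank array 1782 to 6120. The control AUC of an array is the probability that a positive control probe set lies above a negative control one, and it ran from 0.59 in ank replicate 31 to 0.763 in WT replicate 33. Tissue next to the AF differed between the samples, as the skeletal muscle list averaged 11.80 in WT replicate 33 and 5.56 to 6.44 in the other WT arrays. Spike-in controls added to the RNA divide the AF arrays into spike-in set A, with 2 WT and 2 ank arrays (WT 32 and 33, ank 31 and 34), and spike-in set B, with 3 WT and 3 ank arrays, so for many of the gene lists described a difference is given within each set. ank was compared with WT by limma with Benjamini-Hochberg adjustment, and the study's thresholds are an unadjusted p of 0.05 and a fold change of 1.75. The number of mice limits the precision of every difference.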

We performed RNA microarray analyses of AF tissues from caudal discs of *ank* and WT mice to identify changes in gene expression induced by loss of ANK function. Three-dimensional principal component analysis (PCA) showed tight clustering based on the genotype except for one mutant sample being an outlier (Fig. 7a). In addition, gene expression profiles and the proportion of upregulated (green) and downregulated (purple) differentially expressed genes (DEGs) (*p* ≤ 0.05 and fold change ≥1.75) were discrete between WT and mutant samples by hierarchical clustering (Fig. 7b). 

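Marker genes of neighbouring tissue varied between the AF arrays of each genotype. Krt19, a keratin of NP cells, measured 10.21 ± 3.46 (SD, n = 5) in WT AF and 13.32 ± 2.87 (SD, n = 5) in ank AF. Lgals3, which encodes galectin-3 and is abundant in the NP, measured 12.26 ± 2.21 (SD, n = 5) in WT and 14.93 ± 3.05 (SD, n = 5) in ank AF. Comp, a cartilage and AF matrix protein, measured 14.40 ± 1.31 (SD, n = 5) in WT and 13.21 ± 1.72 (SD, n = 5) in ank AF. Acta1, the actin of skeletal muscle, was 18.23 in WT replicate 33 and 5.77 to 8.89 in the other WT arrays. The first 3 principal components of the 4078 genes held 40.7%, 21.8% and 11.9% of the variance. None of them separated the genotypes in an exact two-sided permutation test (p = 0.349, 0.548 and 0.167, n = 5 per group). The first component followed the control AUC of the arrays (Pearson r = 0.941, permutation p = 1.7e-04; Spearman rho = 0.939, permutation p = 2e-04; n = 10 mice). Without the 2 arrays farthest from the median AUC, r was 0.968, and the Benjamini-Hochberg adjusted p over 6 relations was 5.1e-04. The ank array at the far low end of this axis was replicate 31. Arrays of different genotypes lay 93.0 log2 units apart on average and arrays of the same genotype 91.5, a difference of 1.52 (exact permutation test, two-sided, p = 0.746, n = 5 per group). This difference turned to −0.54 after quantile normalization and to −0.0084 with 1 minus the Pearson correlation as the distance, and it was −0.60 without WT replicate 53, −2.29 without ank replicate 41, −2.14 without ank replicate 48 and 8.49 without ank replicate 31.

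**Figure D1:**
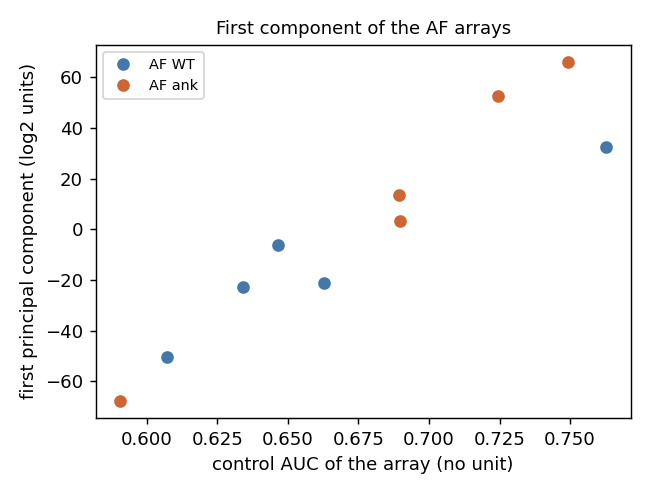
First principal component (log2 units) of each AF array against its control AUC (no unit), for 5 WT and 5 ank mice. Each point is 1 array; the arrays lie along 1 line with r = 0.941, and ank replicate 31 has the lowest AUC, 0.59.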

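Pmp22, a myelin protein also made by skeletal cells, measured 12.51 in ank replicate 31 and 14.01 to 15.56 in the other ank arrays, against 10.57 to 13.33 in WT AF. Sgk1, a kinase induced by glucocorticoids, was above every WT array in each ank array, from 9.76 in replicate 31 to 11.49 in replicate 41. Myc, a transcription factor of growth, measured 7.11 in ank replicate 31 and 16.28 in ank replicate 41, and 5.86 to 9.02 in WT AF. Hierarchical clustering over all genes above background parted WT replicate 33 alone from the other arrays. Over the genes that met the study's thresholds, the tree parted ank replicates 34, 39, 41 and 48 from the WT arrays and ank replicate 31. These genes were chosen on the same arrays by their difference between the genotypes, so their grouping is not independent evidence of one.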

Of 464 DEGs, 332 were upregulated and 132 were downregulated (Fig. 7c).

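Sgk1, a serum- and glucocorticoid-regulated kinase, was higher in ank AF by 2.61 (10.78 ± 0.66 in ank and 8.17 ± 1.35 in WT, SD, n = 5 each). Chst3, a sulfotransferase of chondroitin sulfate, was higher by 1.86 (9.16 ± 0.95 in ank and 7.30 ± 0.57 in WT, SD, n = 5 each). Eif3m, a subunit of translation initiation factor 3, was higher by 1.47 and Rbm17, a splicing factor, by 1.31. The zinc finger gene Zfp960 was higher by 1.52, the ubiquitin ligase Znrf2 by 1.19, the phosphatase Dusp14 by 1.14 and the chromatin remodelling subunit Pbrm1 by 0.95. In these 8 genes every ank array lay above every WT array. The genes lower in ank AF at the study's thresholds were Cytl1, a cartilage cytokine-like protein, with a difference of −2.81, the receptor kinase Axl with −1.47, Tasor with −1.30, Sh3pxd2a with −1.15, Phkb with −1.14 and the Golgi gene Cog6 with −0.85, and Phkb was named after its values were seen. In all, 145 genes were higher and 6 lower at these thresholds. After adjustment with limma 0 of the 4078 genes passed, with a smallest adjusted p of 0.947, 154 at an unadjusted p under 0.05 and 203.9 such genes given by chance. The methods' t-test put 142 genes under 0.05, of which 100 were higher and 3 lower by the fold threshold, and 0 after adjustment. Of the genes that met the thresholds, 11 had no overlap between the genotypes, all of them higher in ank, and 14 of all genes tested had none, a share of 0.343% where chance gives 0.794%. The median difference of all genes tested was 0.28, and it was 0.05 after quantile normalization and 0.02 with the arrays centred on their median; the share of higher genes among those at the thresholds, 96.0%, was then 67.7% (86 higher, 41 lower) and 67.2% (90 higher, 44 lower). Within spike-in set A 25 genes were higher and 26 lower, within set B 930 and 44, and 129 of the 151 genes had the same sign in both. The count of 151 was 617 without ank replicate 31, 263 without WT replicate 33, 76 without WT replicate 53, 97 without ank replicate 34, 57 without ank replicate 48 and 53 without ank replicate 41.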

**Fig. 7:**
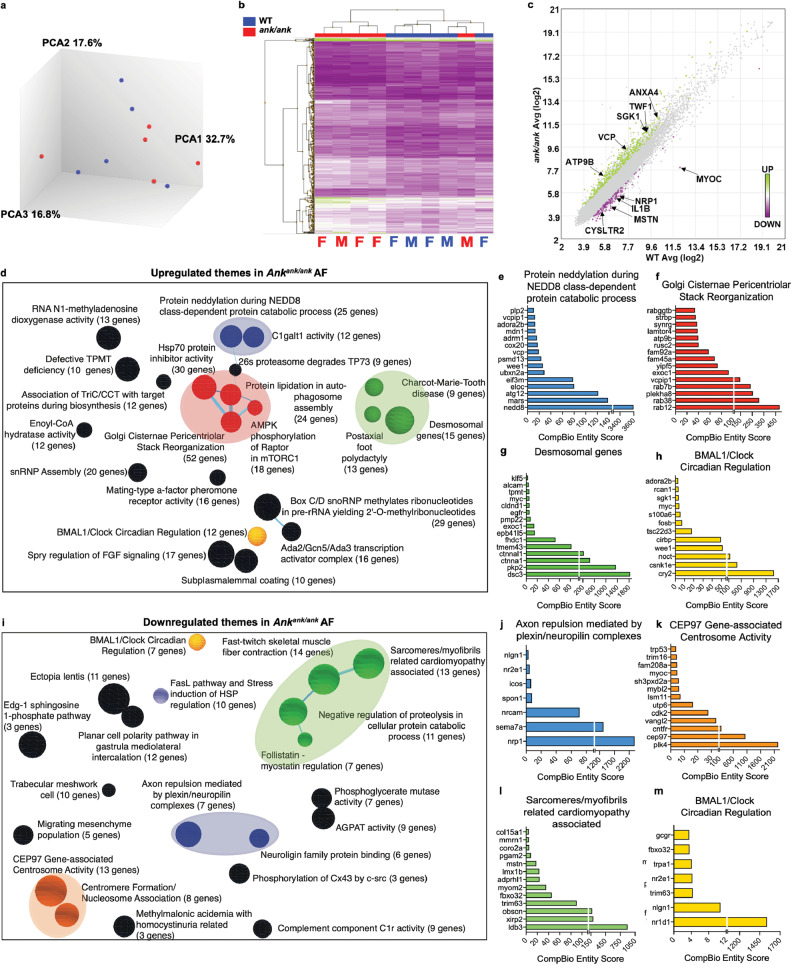
*ank* mice show dysregulated AF transcriptomic profile underscored by changes in BMAL1 circadian regulation. **a** Clustering of transcriptomic profiles by principal component analysis of the AF tissues. FFive WT mice (two male; three female) and five Mut mice (two male; three female). **b** Hierarchical clustering of significantly differentially expressed genes (DEGs) (*p* < 0.05, ≥1.75-fold change). **c** Log-log scatterplots of DEGs in the AF. **d**, **i** Themes associated with upregulated and downregulated DEGs are highlighted. The size of a sphere is related to its enrichment score and the thickness of the lines connecting themes signifies the number of genes shared between them. **e**–**h** CompBio analysis of DEGs and concepts whose abundances were significantly higher in *ank* AF cells. **j**–**m** CompBio analysis of DEGs and concepts whose abundances were significantly lower in *ank* AF cells.

To understand the most prominent biological features associated with *Ank* loss-of-function the CompBio (PercayAI Inc., St. Louis, MO) tool was used to determine the emergent concepts and associated themes based on DEGs (Figs. 7d, i, 8d) [29]. Within the AF, the supercluster of closely related themes associated with protein modification, turnover, and catabolism *viz*. HSP70 protein inhibitor activity, protein degradation via autophagosome assembly, 26S proteasome degradation, protein neddylation, Golgi cisternae stack reorganization, and AMPK-dependent mTORC1 activity were apparent from the list of upregulated DEGs (Fig. 7d). Similarly, themes related to Charcot-Marie tooth disease, postaxial foot polydactyly, and desmosomes were present in AF upregulated genes (Fig. 7d). 

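Psmd13, a lid subunit of the 26S proteasome, measured 10.63 ± 1.04 (SD, n = 5) in ank AF and 8.98 ± 1.18 (SD, n = 5) in WT AF, a difference of 1.65 that met the study's thresholds. The other 21 proteasome genes above background did not meet them, and 18 of the 22 were higher in ank, by a median of 0.25. Dnajb4, a co-chaperone of HSP70, was higher by 1.51 and met the thresholds, the only 1 of 9 heat shock proteins and co-chaperones to do so, and Cryab, a small heat shock protein, differed by 1.93 with a wide spread (11.43 ± 3.34 in ank and 9.50 ± 1.63 in WT, SD, n = 5 each). Among 17 genes of neddylation and the cullin ligases, Eloc met the thresholds and 13 were higher, by a median of 0.23. All 9 autophagy genes above background were higher, by a median of 0.38, with Map1lc3b at 0.75 and Gabarap at 0.61, and none met the thresholds. Of 16 genes of Golgi and Rab traffic 15 were higher, by a median of 0.66, with Rab38 above the thresholds and Cog6 below them in the other direction. Of 12 genes of AMPK and mTORC1 signalling 8 were higher, with Lamtor5 at 0.81 and Rheb at 0.93, and none met the thresholds. limma's camera, which compares a list with the other genes tested, gave an adjusted p of 0.546 for the proteasome, 0.329 for the heat shock proteins, 0.853 for neddylation, 0.628 for autophagy, 0.131 for Golgi and Rab traffic and 0.766 for AMPK and mTORC1, whose test ran downward although its median was 0.26. Adjusted over the list alone, 0 genes passed in each of these lists. After quantile normalization 11 of the 22 proteasome genes were higher and 11 lower, 6 of 9 autophagy genes were higher by a median of 0.07 and 13 of 16 Golgi and Rab genes by 0.28, the heat shock median was 0.17, and the medians of the neddylation and the AMPK and mTORC1 lists turned to −0.02 and −0.13. Within spike-in set A the mean difference was −0.42 for the proteasome and −0.31 for Golgi and Rab traffic, and within set B 0.94 and 1.29. From these themes among the upregulated genes, the paper proposes that loss of ANK alters protein turnover in the AF.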

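Pmp22, whose duplication causes a form of Charcot-Marie-Tooth disease, was higher in ank AF by 2.18 (14.60 ± 1.33 in ank and 12.42 ± 1.13 in WT, SD, n = 5 each) and met the study's thresholds. The other genes of this disease above background did not, with Mtmr2, a lipid phosphatase, higher by 1.05, Lmna, a nuclear lamin, by 0.92 and Fig4 by 0.59. Of the desmosome genes, Dsc3, a desmosomal cadherin, was higher by 2.11 (10.49 ± 1.59 in ank and 8.38 ± 1.38 in WT, SD, n = 5 each) and met the thresholds, while Dsp, Perp and Pkp1 differed by 2.42, 1.95 and 1.62 with SDs from 1.27 to 2.82. All 9 genes of Charcot-Marie-Tooth disease were higher, by a median of 0.76 (8 of 9 and 0.48 after quantile normalization), and of 6 desmosome genes 5, by a median of 1.79 (1.19). The desmosome genes are among those most abundant in the NP, with a median AF minus NP difference of −5.07 in WT mice, although the tissues were probably normalized in separate runs. limma's camera gave an adjusted p of 0.0368 for Charcot-Marie-Tooth disease (adjusted p = 0.639 with an estimated correlation) and 0.203 for the desmosome. Adjusted over the list alone, 0 genes of either list passed. The Charcot-Marie-Tooth list had a mean difference of −0.29 within spike-in set A and 1.61 within set B, and the desmosome list 1.17 and 1.31. Its adjusted p was 0.0514 with the spike-in set as a block, 0.121 with the control AUC as a covariate, and between 0.0558 and 0.127 without WT replicate 55 or 59 or ank replicate 31, 34, 41 or 48.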

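Most muscle genes lay below background in the AF. Acta1 and Ckm, the actin and creatine kinase of skeletal muscle, were the only 2 of 25 skeletal muscle genes above background in at least 5 arrays, and neither met the study's thresholds. Acta1 measured 7.90 ± 1.12 (SD, n = 5) in ank AF and 9.49 ± 5.02 (SD, n = 5) in WT AF. Ckm measured 7.78 ± 0.45 (SD, n = 5) in ank and 8.15 ± 1.78 (SD, n = 5) in WT, where replicate 33 stood at 11.32. Of the myostatin list only Fstl3, a follistatin-like binder of myostatin, was above background, with a difference of −0.23. Fbxo32, a muscle ubiquitin ligase, measured 5.05 ± 0.48 (SD, n = 5) in ank AF and 6.47 ± 1.11 (SD, n = 5) in WT AF, where 1 array was above background. Myom2, a protein of the sarcomere, measured 4.45 ± 0.53 (SD, n = 5) in ank and 6.01 ± 1.61 (SD, n = 5) in WT, again with 1 array above background. With no filter on background, over genes whose values are mostly at background, the median was −1.11 for skeletal muscle and −0.58 for myostatin and muscle atrophy (adjusted p = 3.234e-05 for each from limma's camera; 0.533 and 0.122 with an estimated correlation). Without WT replicate 33 the skeletal muscle median turned to 0.09, with 16 of 25 genes higher (adjusted p = 0.966), and that of the myostatin list was −0.56 (adjusted p = 6.930e-04). The mean of the 2 muscle genes differed by −3.11 within spike-in set A, which holds WT replicate 33, and by 0.43 within set B. Adjusted over the list alone, 0 genes of these lists passed.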

From the downregulated DEGs, a cluster of themes related to muscle function viz. myofibrils-related cardiomyopathy, skeletal muscle fiber contraction, negative regulation of proteolysis, and follistatin-myostatin regulation were identified (Fig. 7i). To predict the most significant genes within each theme, the top 20% (defined by thematic CompBio entity score) of contributing genes were assessed allowing for DEGs to be visualized according to their weight in the present body of literature and fold change (Figs. 7, 8 and Supplemental Figs. S4, 5). Several genes contributing to multiple themes including *nedd8*, *eloc*, *dsc3*, *pkp2*, *rab12*, *rab38*, *rab7b*, *eif4g1*, *eif3m*, *atg13*, *slc36a4, stim1*, and *stim2* were upregulated. Furthermore, AF downregulated DEGs showed enrichment into themes related to neuronal tissue: axon repulsion by plexin/neuropilin complexes, neuroligin protein family; Chromosome organization and activity: CEP97 Gene-associated centrosome activity, centromere formation/nucleosome association, and FasL pathway and stress induction of HSP regulation. These downregulated AF themes contained several enriched DEGs, including *nrp1*, *nrcam, sema7a*, *idb3*, *irp2*, *mstn*, *gdf11*, *trim63*, *fasl*, *il1b*, *fbn1*, *scarf2*, and *col15a1*.

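Dsc3 and Eif3m, described above, met the study's thresholds, as did Eloc, the elongin C of cullin ligases, and Rab38, a Rab GTPase of lysosome-related organelles. Eloc measured 8.66 ± 1.07 (SD, n = 5) in ank AF and 7.08 ± 0.90 (SD, n = 5) in WT AF, a difference of 1.58. Rab38 measured 10.53 ± 1.58 (SD, n = 5) in ank and 8.38 ± 1.57 (SD, n = 5) in WT, a difference of 2.15. Rab12, another Rab GTPase, was higher by 0.97 and did not meet the thresholds. For these 4 genes the adjusted p from limma was 0.947. Nedd8, the ubiquitin-like modifier, was above background in 2 ank arrays and 1 WT array and measured 7.58 ± 0.76 and 6.58 ± 0.62 (SD, n = 5 each). Rab7b, Slc36a4, an amino acid transporter of lysosomes, Pkp2, a desmosomal plakophilin, and the calcium sensors Stim1 and Stim2 were above background in 1 to 3 ank arrays and in 0 WT arrays. Rab7b measured 7.32 ± 1.00 in ank and 6.04 ± 0.23 in WT AF, Slc36a4 7.33 ± 0.56 and 6.36 ± 0.67, Pkp2 6.56 ± 0.79 and 5.46 ± 0.75, Stim1 6.19 ± 0.80 and 5.21 ± 0.28 and Stim2 6.89 ± 0.51 and 6.22 ± 0.28 (SD, n = 5 each). Atg13, a starter of autophagy, was below background in all 10 arrays, at 5.44 ± 0.35 in ank and 4.71 ± 0.31 in WT (SD, n = 5 each). No fold is given for these 7 genes, whose values are at or near background in most arrays.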

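Of the semaphorin, neuropilin and neuroligin genes, which steer axons and build synapses, 4 were above background in the AF. Plxnc1, a semaphorin receptor, measured 8.73 ± 1.69 (SD, n = 5) in ank AF and 9.83 ± 0.49 (SD, n = 5) in WT AF, and Sema3d, a secreted semaphorin, differed by −0.41. Sema3b was higher by 0.37, and Sema3c differed by 0.15 and by −0.11 with the arrays centred on their median. None of the 4 met the study's thresholds, and limma's camera gave the list an adjusted p of 0.199 with a median of −0.13, −0.49 within spike-in set B and 0.11 within set A as means. The neuroligin Nlgn1 was below background in all 10 arrays, at 4.86 ± 0.71 in ank and 5.82 ± 0.57 in WT (SD, n = 5 each). Cep97, a centrosomal protein, measured 5.87 ± 0.18 in ank and 6.60 ± 0.58 in WT, with 1 WT array above background, and Plk4, a kinase of centriole duplication, 5.01 ± 0.24 and 5.79 ± 0.65, below it in all arrays (SD, n = 5 each). Of 22 proliferation genes measured, Mcm6 and Rrm2 were above background, with differences of 0.19 and −0.60, and Mcm6 turned to −0.07 with the arrays centred on their median. Casp8, the caspase of death receptors, was the only gene of that list above background, with a difference of 0.41. Adjusted over the list alone, 0 genes of these lists passed.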

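The downregulated genes that the paper names in the AF lay near the background of the arrays, as the receptor genes set it. A lower background, the mean of 23 antigenomic probe sets, was tried after the values were seen. Above it were 85 of the 92 AF genes of the paper analysed here, higher and lower ones together. Of the 92, 73 then met the study's thresholds in the paper's direction. Col15a1, a basement membrane collagen, was above background in 4 WT arrays and in 0 ank arrays, with 7.63 ± 0.46 in WT and 6.79 ± 0.38 in ank (SD, n = 5 each), at least 1.19-fold lower in ank. Scarf2, a scavenger receptor, was above background in 1 WT array and 0 ank arrays, with 7.41 ± 0.75 and 6.22 ± 0.10 (SD, n = 5 each), and each ank array lay below each WT array. The bound for Col15a1 is the WT mean over the ank mean, with each ank array set no lower than its background. The symbols idb3 and irp2 of the paper's text are read here as Ldb3 and Xirp2. Sema7a, a semaphorin of axon growth, measured 6.56 ± 1.64 in WT and 4.97 ± 0.27 in ank, the sarcomere genes Ldb3 and Xirp2 6.66 ± 1.09 and 6.22 ± 0.68 in WT and 5.32 ± 0.57 and 5.24 ± 0.54 in ank, and the cytokine gene Il1b 6.60 ± 0.55 and 5.39 ± 0.56 (SD, n = 5 each). Each of these 4 was above background in 1 WT array and in 0 ank arrays. Mstn, which encodes myostatin, its relative Gdf11, the muscle ubiquitin ligase Trim63, Fasl, which encodes the Fas ligand, and the adhesion gene Nrcam were below background in all 10 arrays. Their means were 5.68 ± 0.70 in WT and 4.84 ± 0.27 in ank for Mstn, 4.90 ± 0.65 and 3.69 ± 0.17 for Gdf11, 6.39 ± 0.42 and 5.52 ± 0.43 for Trim63, 5.26 ± 0.37 and 4.57 ± 0.40 for Fasl, and 5.79 ± 0.53 and 5.07 ± 0.47 for Nrcam (SD, n = 5 each). None of them entered the comparison of the 4078 genes, and 0 of 19505 genes passed adjustment with limma when no filter was used. Nrp1 and Fbn1 are not analysed here.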

**Fig. 8:**
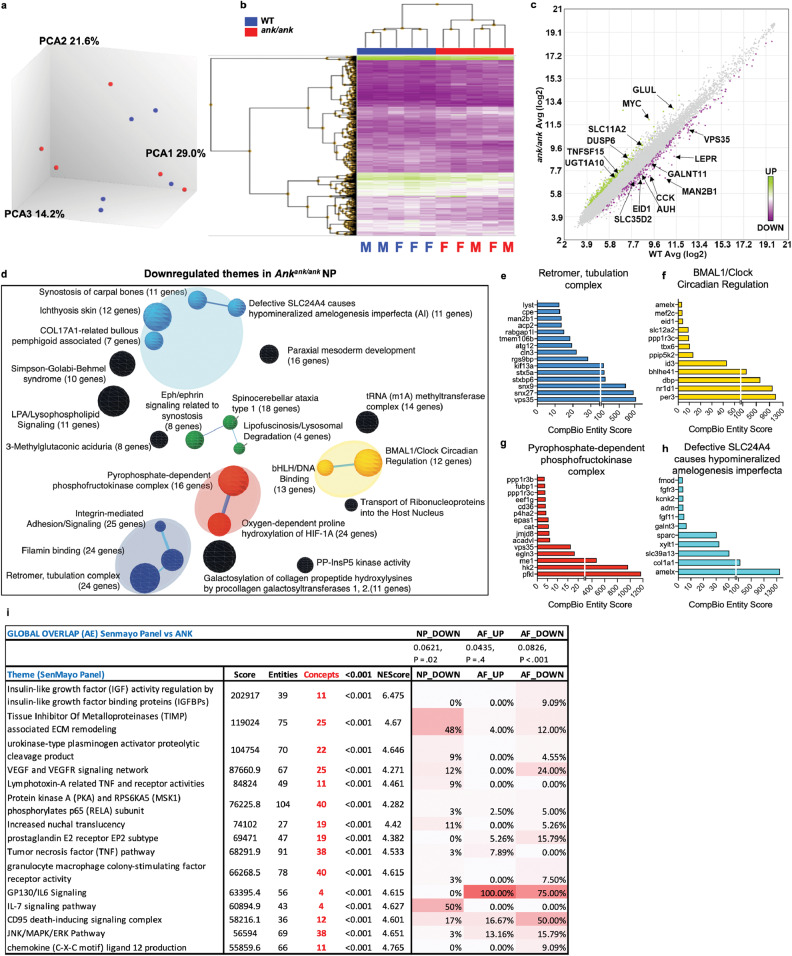
*ank* mice show dysregulation in NP transcriptome and share thematic similarities with SenMayo dataset. **a** Clustering of transcriptomic profiles by principal component analysis of the NP tissues. Five WT mice (two male; three female) and five Mut mice (two male; three female). **b** Hierarchical clustering of significantly differentially expressed genes (DEGs) (*p* < 0.05, ≥1.75-fold change). **c** Log-log scatterplots of DEGs in the NP. **d** Themes associated with downregulated DEGs are highlighted. The size of a sphere is related to its enrichment score and the thickness of the lines connecting themes signifies the number of genes shared between them. **e**–**h**. CompBio analysis of DEGs and concepts whose abundances were significantly lower in *ank* NP cells. **i** A pseudo heatmap showing global similarity, as well as theme level similarity between transcriptional profiles of *ank* NP and AF, downregulated and AF upregulated DEGs against the SenMayo gene list. Transcriptomic profiling of *ank* NP and AF downregulated themes shows commonalities with SenMayo data.

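NP tissue was taken from the same 5 WT and 5 ank mice as the AF tissue, and its RNA was hybridised to arrays of the same design, 1 per mouse. The NP comparison covers the 6340 genes above background in at least 5 of the 10 NP arrays, with 4724 to 7264 such genes in each WT array and 3971 to 7430 in each ank array. Most of the tissue markers checked set the NP apart from the AF in WT mice. Car3, which encodes the NP marker carbonic anhydrase 3, and Fmod of the annulus fibrosus and tendon list did not (adjusted p = 0.778 and 0.222 from limma). Krt19 measured 17.93 ± 0.22 (SD, n = 5) in WT NP and 17.54 ± 0.40 (SD, n = 5) in ank NP, and Cd24a, a surface marker of NP cells, 19.43 ± 0.31 and 19.06 ± 0.21. Dcn, which encodes the proteoglycan decorin of fibrous tissue, measured 8.70 ± 3.19 in WT NP and 9.40 ± 2.73 in ank NP, and Chad, a cartilage matrix gene, 7.15 ± 1.98 and 6.70 ± 0.62 (SD, n = 5 each). In WT mice 78 genes were higher in AF and 3480 higher in NP after adjustment with limma (474 and 943 after quantile normalization over all arrays), and the tissues were probably normalized in separate runs. No gene of the skeletal muscle, endothelium, adipocyte, or neutrophil and marrow lists was above background in at least 5 NP arrays. The control AUC of the NP arrays ran from 0.71 to 0.789. Spike-in set A holds 3 WT and 3 ank NP arrays (WT 32, 33 and 53, ank 31, 34 and 39) and spike-in set B 2 and 2.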

Since NP did not evidence mineralization in young *ank* mice while showing some structural alterations, we performed microarray analyses to understand the molecular changes in the NP compartment. 

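NP markers were at close levels in WT and ank NP. Krt18, a keratin of NP cells, measured 11.25 ± 0.37 (SD, n = 5) in WT and 10.67 ± 0.54 (SD, n = 5) in ank NP. Cdh2, which encodes N-cadherin, measured 15.11 ± 0.34 (SD, n = 5) in WT and 14.83 ± 0.37 (SD, n = 5) in ank NP. Of 8 genes of the nucleus pulposus and notochord list 6 were lower in ank, by a median of −0.33 over the list, with means of −0.37 within spike-in set A and −0.03 within set B, and none met the study's thresholds (adjusted p = 0.284 from limma's camera; 0 adjusted over the list alone). The first 3 principal components of the 6340 genes held 34.1%, 21.3% and 11.6% of the variance. Only the third parted the genotypes in an exact two-sided permutation test (p = 0.460, 0.452 and 0.0159, n = 5 per group, not adjusted for the 3 components). The first component followed the control AUC (Pearson r = 0.962, permutation p = 5e-05; Spearman rho = 0.842, permutation p = 0.0038; n = 10 mice; r = 0.970 without the 2 arrays farthest from the median AUC; adjusted p = 3e-04 over 6 relations). Arrays of different genotypes lay 78.2 log2 units apart and arrays of the same genotype 78.1 (exact permutation test, two-sided, p = 0.992, n = 5 per group). This difference of 0.0579 was −0.71 with no filter on background, negative without ank replicate 48 (−0.55) or without any 1 of the 5 WT replicates (−0.25 without replicate 33 to −3.21 without replicate 53), and 3.88 without ank replicate 39. Hierarchical clustering over all genes above background parted ank replicate 48 from the other arrays, and over the genes at the study's thresholds it parted the 5 WT arrays from the 5 ank arrays on which those genes had been chosen.

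**Figure D2:**
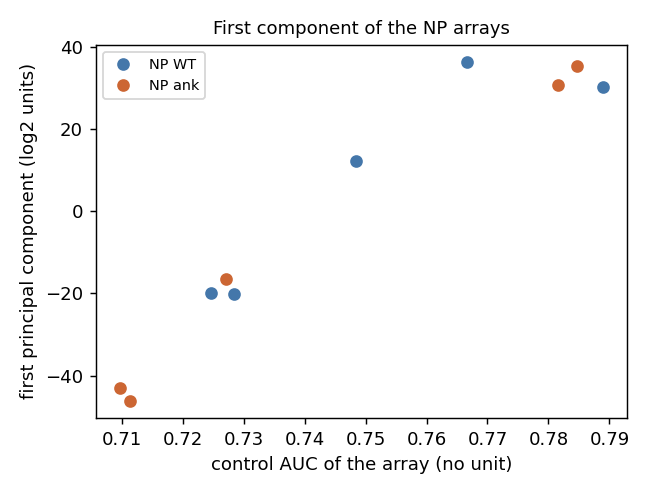
First principal component (log2 units) of each NP array against its control AUC (no unit), for 5 WT and 5 ank mice. Each point is 1 array; WT and ank arrays lie along 1 line with r = 0.962.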

While three-dimensional PCA did not show a prominent distinction in the gene expression profile of WT and mutant NP samples, hierarchical clustering analysis of the proportion of upregulated (green) and downregulated (purple) DEGs (*p* ≤ 0.05 and fold change ≥1.75) showed a distinction between WT and mutant samples (Fig. 8a, b). 

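Lepr, which encodes the leptin receptor, had the smallest p of the NP genes and was lower in ank NP by −2.26 (9.30 ± 0.79 in ank and 11.57 ± 0.68 in WT, SD, n = 5 each; adjusted p = 0.709 from limma). Adm, a peptide gene induced by low oxygen, was lower by −2.13 (10.47 ± 0.86 in ank and 12.60 ± 0.69 in WT, SD, n = 5 each; adjusted p = 0.865 from limma). The ephrin receptor Epha4 differed by −1.80, the desmosomal cadherin Dsc2 by −1.31, Adk, adenosine kinase, by −1.12, the adhesion receptor Adgrg6 by −1.09 and Anp32a by −1.08. Epha4 and Anp32a were highest by far in WT replicate 53, at 12.6 and 15.9. Pdcd2 was higher by 0.87, and the keratin-associated genes Krtap3-2 and Krtap3-3 by 0.96, with identical values in both, so the signal of these near-identical copies cannot be assigned to either. In all of these genes every ank array lay beyond every WT array. At the study's thresholds 32 genes were higher and 178 lower in ank NP. After adjustment with limma 0 of the 6340 genes passed, with 269 at an unadjusted p under 0.05 and 317 given by chance. The methods' t-test put 272 genes under 0.05, of which 15 were higher and 117 lower by the fold threshold, and 0 after adjustment. Of the genes at the thresholds 23 had no overlap between the genotypes, 3 higher and 20 lower, and 48 of all genes tested had none, a share of 0.757% where chance gives 0.794%. The median difference of all genes tested was −0.11, −0.03 after quantile normalization and −0.04 with the arrays centred on their median; the share of higher genes among those at the thresholds, 15.2%, was then 33.2% (65 higher, 131 lower) and 29.6% (63 higher, 150 lower). Within spike-in set A 26 genes were higher and 204 lower, within set B 120 and 83, and all 210 pooled genes had the same sign in both. The count of 210 was 134 with all 20 arrays and the animal as a replicate block, 335 without ank replicate 39, 327 without ank replicate 41, 139 without ank replicate 48 and 120 without WT replicate 53.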

Of the 398 DEGs, 221 genes were downregulated and 177 were upregulated between mutant vs WT NP (Fig. 8c) and used for CompBio analysis [24, 29, 30].

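Dsc3, a desmosomal cadherin, was lower by −1.24 (13.36 ± 0.97 in ank and 14.60 ± 0.49 in WT, SD, n = 5 each), and it and Dsc2 were the 2 of 8 desmosome genes at the study's thresholds. The list had 7 lower members and a median of −0.29 (6 and −0.15 after quantile normalization; adjusted p = 0.0986 from limma's camera), with means of −0.71 within spike-in set A and −0.10 within set B. Of 4 epidermis genes, Dsc3, Dsp, Perp and Pkp1, 3 were lower, by a median of −0.32 (−0.13 after quantile normalization). Their adjusted p was 0.239 from limma's camera, with means of −0.79 within set A and 0.05 within set B. All 4 are also in the desmosome list, so the lists are not independent, and no skin keratin was tested. Col1a1, the main collagen of bone and fibrous tissue, was lower by −1.48, Fmod, which encodes fibromodulin, by −0.98 (18.16 ± 1.03 and 19.14 ± 0.21) and Thbs2, a thrombospondin, by −0.87 (7.90 ± 0.75 and 8.77 ± 0.30). These were the 3 of 7 genes of the annulus fibrosus and tendon list at the thresholds, and its median was −0.87 (adjusted p = 0.0896 from limma's camera), with means of −0.53 within set A and −0.81 within set B. Of 3 osteoblast genes Col1a1 alone met the thresholds, and Smpd3, a sphingomyelinase of bone, was higher by 0.52. Galnt3, whose loss causes tumoral calcinosis, was the 1 of 6 genes of pyrophosphate and phosphate handling at the thresholds; Mgp, which encodes an inhibitor of calcification, was higher by 1.24 (12.23 ± 1.41 in ank and 10.99 ± 0.84 in WT, SD, n = 5 each), and the list had a median of 0.14 (adjusted p = 0.239 from limma's camera). No hypertrophic chondrocyte gene was above background in at least 5 arrays. Adjusted over the list alone, 0 genes of these lists passed.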

From the downregulated DEGs, super clusters related to (1) the ECM, pathologies related to bone and teeth mineralization and skin, (2) cell adhesion, cytoskeleton, and retromer tubulation complex, and (3) oxygen-dependent prolyl hydroxylation of HIFA signaling and PFK complex activity were identified (Fig. 8d). A select group of downregulated DEGs from the ECM super clusters included *Sparc*, *Xylt1*, *and Galnt3*. 

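Sparc, a collagen-binding matrix protein, was lower in ank NP by −1.56 (16.32 ± 0.99 in ank and 17.88 ± 0.25 in WT, SD, n = 5 each). Xylt1, which starts the chondroitin sulfate chains of proteoglycans, was lower by −1.20 (15.09 ± 0.63 in ank and 16.28 ± 0.45 in WT, SD, n = 5 each), with no overlap between the genotypes. Galnt3, an enzyme of mucin-type glycosylation, was lower by −0.87 (11.89 ± 0.43 in ank and 12.76 ± 0.59 in WT, SD, n = 5 each). The lysyl oxidase Loxl3, which crosslinks collagen, was lower by −0.89, Hapln1, which links aggrecan to hyaluronan, by −1.34 and Chsy3, a chondroitin synthase, by −0.84. All 6 met the study's thresholds, with an adjusted p of 0.973 from limma for each. Of 14 fibrillar matrix genes 12 were lower, by a median of −0.49, and 4 met the thresholds (1 lower adjusted over the list alone). limma's camera placed this list below the other genes (adjusted p = 0.009; adjusted p = 0.447 with an estimated correlation), with means of −0.61 within spike-in set A and −0.57 within set B. Its adjusted p was 0.0508 without ank replicate 39 and 0.057 without ank replicate 41. Of 9 cartilage matrix genes 8 were lower, by a median of −0.35 (adjusted p = 0.204 from limma's camera; −0.34 within set A and −0.16 within set B), and Sox9, the cartilage transcription factor, was the 1 higher, by 1.26. Of 8 genes of chondroitin sulfate synthesis 6 were lower, with 1 lower adjusted over the list alone, and the median, −0.02, turned to 0.04 after quantile normalization (adjusted p = 0.284 from limma's camera).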

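Most genes of the oxygen sensing and glycolysis lists had lower means in ank NP, though most did not meet the study's thresholds. Egln3, a prolyl hydroxylase that marks HIF for degradation, was lower by −1.53 (13.71 ± 1.23 in ank and 15.25 ± 0.50 in WT, SD, n = 5 each), and P4ha2, a collagen prolyl hydroxylase, by −1.23 (9.65 ± 0.39 and 10.88 ± 0.74). Epas1, which encodes HIF-2α, was lower by −1.13 (8.15 ± 0.65 and 9.28 ± 0.83), and Ero1a, an oxidase of the endoplasmic reticulum, by −0.88 with no overlap between the genotypes. Hk2 and Pfkl, a hexokinase and a phosphofructokinase of glycolysis, were lower by −1.25 (9.82 ± 0.30 and 11.07 ± 0.89) and −1.39 (9.87 ± 0.90 and 11.26 ± 0.59). Pdk1, a kinase that keeps pyruvate from the mitochondria, was lower by −1.02 and Pgam1, a phosphoglycerate mutase, by −0.98. Jmjd8 was lower by −1.19 (8.90 ± 0.76 and 10.09 ± 0.54), with ank replicate 48 at 7.58 below the other ank arrays, and Me1, malic enzyme, differed by −0.83 and did not meet the study's thresholds. The list of HIF and oxygen sensing had 21 of 22 genes lower, by a median of −0.49 (20 of 22 and −0.35 after quantile normalization), 6 of them at the thresholds and 1 lower adjusted over the list alone. The glycolysis list had 17 of 18 genes lower, by a median of −0.37 (12 of 18 and −0.22 after quantile normalization, 14 of 18 with the arrays centred on their median), 4 of them at the thresholds and 0 adjusted over the list alone. limma's camera placed both below the other genes, with an adjusted p of 8.78e-05 for HIF and oxygen sensing (adjusted p = 0.447 with an estimated correlation) and 0.0019 for glycolysis (adjusted p = 0.566 with an estimated correlation), and without any single array both adjusted p stayed under 0.05. Within spike-in sets A and B the mean differences were −0.58 and −0.63 for HIF and oxygen sensing and −0.60 and −0.38 for glycolysis. Egln3, P4ha2, Epas1, Hk2 and Pfkl are list members that the paper names from these same arrays, so the list tests are not independent of that choice. Of the single genes 0 passed adjustment with limma (adjusted p = 0.973 for those named here).

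**Figure D3:**
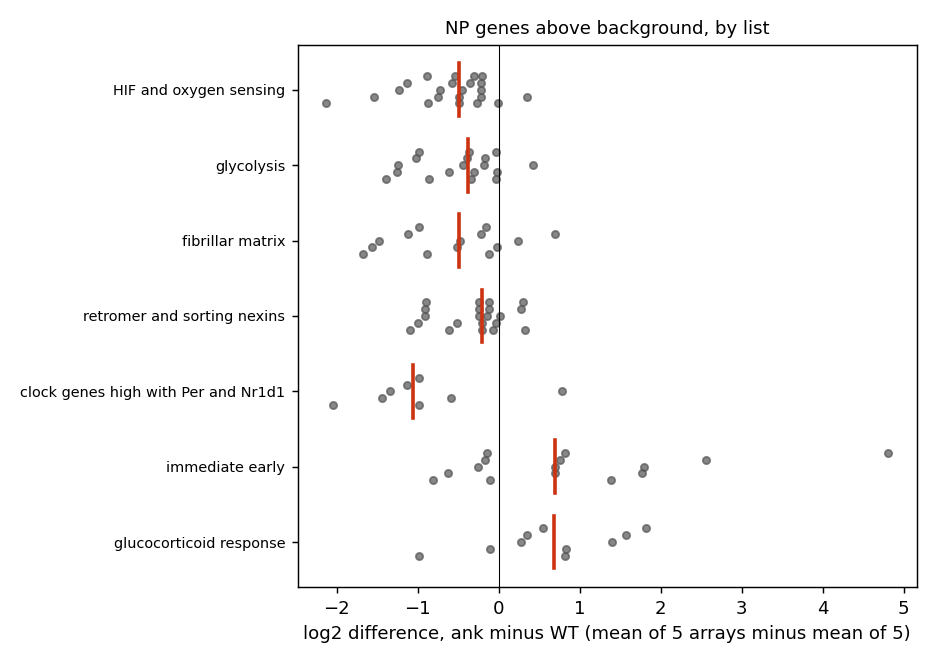
Log2 difference between ank and WT NP of each gene above background, by gene list; each point is 1 gene (mean of 5 ank arrays minus mean of 5 WT arrays) and the red line is the median of the list. Of 22 genes of HIF and oxygen sensing 21 lie below 0, and of 18 glycolysis genes 17 (20 and 12 after quantile normalization).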

A select group of downregulated genes from oxygen-dependent proline hydroxylation of HIFA and phosphofructokinase complex/ glycolytic activity themes included *Egln3*, *P4ha2*, *Epas1*, *Jmjd8*, *Hk2*, *Pfkl*, and *Me1*. Additionally, decreased expression of genes involved in the retromer tubulation complex, such as *Vps35*, *Snx27, Snx9*, and *Kif13a*, suggested compromised endosomal transport [31]. 

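Vps35, the core subunit of the retromer, which recycles cargo from endosomes, was lower in ank NP by −1.09 (11.53 ± 1.09 in ank and 12.62 ± 0.24 in WT, SD, n = 5 each). The sorting nexins Snx27 and Snx9 were lower by −0.89 (9.30 ± 0.81 and 10.20 ± 0.27) and −0.91 (10.99 ± 0.47 and 11.90 ± 0.28), and Snx9 had no overlap between the genotypes, with WT replicate 53 at 12.4 above the other WT arrays. Kif13a, a kinesin that draws out endosomal tubules, was lower (6.66 ± 0.34 and 7.65 ± 0.50), as was Snx5 by −0.91. These were the 5 of 21 retromer and sorting nexin genes at the study's thresholds, 17 of the 21 were lower, and 0 passed adjusted over the list alone. The paper names Vps35, Snx27, Snx9 and Kif13a from these same arrays, so a test of the list is not independent of that choice. limma's camera gave the list an adjusted p of 0.039 (adjusted p = 0.566 with an estimated correlation), with a median of −0.20 and means of −0.39 within spike-in set A and −0.21 within set B. After quantile normalization the median was −0.08 with 16 of 21 lower and the adjusted p 0.0793; it was 0.0525 with the spike-in set as a block. The adjusted p stayed under 0.05 without WT replicate 32 and without ank replicate 48, and lay between 0.0531 and 0.208 without any other single array. The paper proposes from these genes that endosomal transport is compromised in the NP.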

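Fosb, an immediate early transcription factor, was higher in ank NP by 4.81 (12.52 ± 4.62 in ank and 7.71 ± 1.01 in WT, SD, n = 5 each), with ank replicates 39, 41 and 48 at 13.22 to 17.42 and replicates 31 and 34 at 7.62 to 7.88. Myc was higher by 2.80 (12.09 ± 3.25 in ank and 9.29 ± 1.08 in WT, SD, n = 5 each), Dusp6, a phosphatase of ERK signalling, by 1.70 and Slc11a2, an iron transporter, by 0.98. Fkbp5, a chaperone induced by glucocorticoids, was higher by 0.83 (9.46 ± 0.56 in ank and 8.63 ± 0.70 in WT, SD, n = 5 each). Tnfsf15, a cytokine gene, was above background in 1 ank array and 0 WT arrays (7.42 ± 0.52 and 6.51 ± 0.51, SD, n = 5 each). Tnfsf15 met the study's thresholds only when genes below background were counted too, and the other 5 genes met them with an adjusted p of 0.973 from limma.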

The themes for upregulated DEGs in NP did not meet the statistical significance cutoff.

Noteworthy, both AF and NP compartments showed strong preservation of the theme “BMAL1/CLOCK circadian regulation” irrespective of the directionality of DEGs. 

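In the NP 11 of 16 core clock genes above background were lower in ank, by a median of −0.46, and 3 met the study's thresholds, namely Nr1d1, Dbp, a clock output transcription factor, and Bhlhe41, a repressor of the clock. Dbp measured 14.18 ± 0.55 (SD, n = 5) in ank NP and 15.62 ± 0.63 (SD, n = 5) in WT NP, and Bhlhe41 14.25 ± 0.92 and 15.38 ± 0.83. In the AF 8 of 14 were higher, by a median of 0.38, and 2 met the thresholds, namely Cry2 and Csnk1e, a kinase of the PER proteins, at 9.70 ± 0.63 (SD, n = 5) in ank AF and 8.44 ± 1.03 (SD, n = 5) in WT AF. limma's camera gave the list an adjusted p of 0.0986 in the NP (adjusted p = 0.676 with an estimated correlation) and 0.733 in the AF, where the test ran downward against a positive median that turned to −0.09 after quantile normalization. The test asks for a shift of the list in 1 direction, so genes that change in opposite directions cancel. It does not test the paper's theme, which was found whatever the direction of the genes. Adjusted over the list alone, 1 gene was lower in the NP and 0 passed in the AF. The mean difference was −0.36 and −0.68 within spike-in sets A and B of the NP, and −0.03 and 0.42 within those of the AF. A test of the difference between the tissues gave an adjusted p of 0.25 for the list from limma's camera, with 14 of 15 genes higher in the AF effect than in the NP effect (adjusted p = 0.83 with an estimated correlation), so a difference between the tissues is not shown.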

In the AF the circadian regulation was mostly driven by *Cry2 and Nr1d1* circuit whereas, in the NP, *Per3* and *Nr1d1* contributed to this theme suggesting broader perturbation in various components of the circadian clock in *ank* mice and a plausible link to the mineralization phenotype.

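Nr1d1, the repressor REV-ERBα of the clock, measured 10.65 ± 1.00 (SD, n = 5) in ank NP and 12.69 ± 1.61 (SD, n = 5) in WT NP, a difference of −2.04 that met the study's thresholds. Per3, a period gene, differed by −0.98 in the NP (9.12 ± 1.04 in ank and 10.10 ± 0.53 in WT, SD, n = 5 each) and did not meet them. In the AF Nr1d1 differed by −0.94 (9.45 ± 0.53 in ank and 10.39 ± 0.76 in WT, SD, n = 5 each) and did not meet them, whereas Cry2, a cryptochrome that represses CLOCK and BMAL1, was higher by 1.51 (12.61 ± 1.33 in ank and 11.11 ± 0.90 in WT, SD, n = 5 each) and did. The adjusted p from limma was 0.973 for both NP genes and 0.947 for both AF genes. Of the genes that peak together with Per and Nr1d1, 7 of 8 were lower in ank NP, by a median of −1.05, 3 at the thresholds and 2 lower adjusted over the list alone (adjusted p = 0.0018 from limma's camera; adjusted p = 0.447 with an estimated correlation). In ank AF 5 of 8 were lower, by a median of −0.14, with 0 at the thresholds and 0 adjusted over the list alone (adjusted p = 0.0506 from limma's camera). Arntl, which encodes BMAL1, Clock and Nfil3, which peak in antiphase, differed by 0.29, −0.33 and −0.30 in the NP, and Clock, the only 1 above background in the AF, by −0.14. The clock phase index of an array was its mean over all 11 measured genes of the first group minus its mean over all 4 antiphase genes, those below background included. In the AF 8 of the 11 and 1 of the 4 were above background. The index was 1.62 ± 0.61 in ank NP and 2.25 ± 0.46 in WT NP (SD, n = 5 each, difference −0.629, exact two-sided permutation p = 0.111). It was 1.18 ± 0.36 in ank AF and 1.34 ± 0.57 in WT AF (SD, n = 5 each; difference −0.155, exact two-sided permutation p = 0.603), and the difference between the tissues, 0.474, did not pass either (exact permutation p = 0.159). Within spike-in sets A and B the index differed by −0.259 and −1.18 in the NP and by 0.533 and −0.614 in the AF. The paper proposes from these genes a broader perturbation of the clock in ank mice and a link to mineralization.

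**Figure D4:**
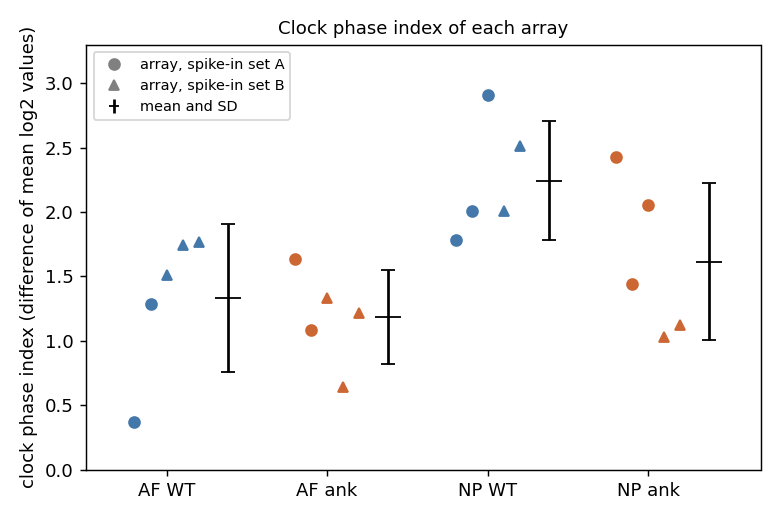
Clock phase index (difference of mean log2 values) of each array in WT and ank AF and NP, with the mean and SD of 5 arrays per group; circles and triangles mark spike-in sets A and B. WT NP runs from 1.78 to 2.91 and ank NP from 1.03 to 2.43, so the groups overlap.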

### The *ank* disc transcriptomic signatures capture aspects of cell senescence

To delineate if loss of ANK function promotes cell senescence in disc tissues, we assessed the thematic overlap of DEGs from *ank* mice with SenMayo, a signature gene list that characterizes senescent cells across multiple organs including skeletal tissues (Fig. 8i) [32]. Noteworthy, the *ank* DEG signatures showed a significant global and thematic level similarity with the SenMayo dataset: AF Down *p* < 0.001; NP Down *p* < 0.02 (Supplemental Fig. S6 and Fig. 8i). 

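Genes of the senescence-associated secretory list went both ways in both tissues. In the AF Axl, a receptor kinase, was lower by −1.47 (7.67 ± 0.61 in ank and 9.14 ± 1.31 in WT, SD, n = 5 each) and Wnt16, a Wnt ligand, higher by 1.74 (9.00 ± 1.53 in ank and 7.25 ± 0.78 in WT, SD, n = 5 each), and both met the study's thresholds. Fgf1, a growth factor, was higher by 1.27 and Bex3 by 0.72 in the AF, below the thresholds. In the NP Il7 alone met the thresholds, while Tnfrsf11b, which encodes osteoprotegerin, differed by −0.74, the kinase gene Rps6ka5 by −0.66 and the alarmin gene Hmgb1 by 0.53. Of 105 members measured 26 were above background in the AF, 15 of them higher, by a median of 0.40, and 28 in the NP, 19 of them lower, by a median of −0.16 (−0.06 after quantile normalization). limma's camera gave an adjusted p of 0.329 in the AF, where the test ran downward against a positive median that turned to −0.06 after quantile normalization, and 0.791 in the NP. Adjusted over the list alone, 0 genes passed in either tissue. Within spike-in sets A and B the mean difference was −0.68 and 0.79 in the AF and −0.27 and −0.09 in the NP. The list holds the genes of the SenMayo panel as recalled for the mouse, and thematic similarity was not computed here.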

We noted a thematic overlap of 48% between downregulated DEGs in NP and SenMayo dataset for themes related to TIMP-associated ECM remodeling and IL-7 signaling pathway. Similarly, AF downregulated DEGs showed a 24, 50, and 75% similarity respectively in themes associated with VEGF and VEGR signaling, CD95 death-inducing signaling complex, and gp130/IL6 signaling with the SenMayo list. Together these results suggest that loss of ANK function in the disc may affect aspects of cell senescence in both NP and AF compartments.

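Il7, which encodes interleukin 7, was above background in all 5 WT NP arrays and in 1 ank array, so only the means are given (6.96 ± 0.89 in ank and 8.24 ± 0.46 in WT, SD, n = 5 each; adjusted p = 0.973 from limma). Timp2 and Timp3, inhibitors of matrix metalloproteinases, were abundant in the NP and did not meet the study's thresholds. Timp2 measured 16.67 ± 0.70 in ank and 16.71 ± 0.32 in WT NP, and Timp3 15.17 ± 2.79 and 15.52 ± 1.72 (SD, n = 5 each). Timp1, the third of these inhibitors measured, was below background in all 10 arrays, at 5.27 ± 1.11 in ank and 4.20 ± 0.43 in WT NP (SD, n = 5 each). The Timp genes were chosen from the theme that the paper names.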

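Vegfa, which encodes the vascular endothelial growth factor, measured 13.04 ± 0.49 (SD, n = 5) in ank AF and 13.08 ± 0.93 (SD, n = 5) in WT AF. Its receptor genes Flt1 and Kdr measured 6.98 ± 1.01 and 5.63 ± 0.97 in ank AF and 6.48 ± 0.47 and 6.67 ± 1.98 in WT AF (SD, n = 5 each), and were above background in 3 or fewer of the arrays. Fas, which encodes CD95, and Fadd, its adaptor, were below background in all AF arrays, at 4.65 ± 0.29 and 6.00 ± 0.63 in ank and 4.85 ± 0.59 and 6.15 ± 0.68 in WT (SD, n = 5 each). Il6st, which encodes gp130, measured 12.61 ± 0.71 (SD, n = 5) in ank AF and 11.65 ± 1.99 (SD, n = 5) in WT AF, and Il6 was below background, at 5.93 ± 0.42 and 5.29 ± 0.41 (SD, n = 5 each). None of these genes met the study's thresholds, and they were chosen from the themes that the paper names.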

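Cdkn1a, which encodes the cell cycle inhibitor p21, measured 10.97 ± 2.35 in ank AF and 9.18 ± 1.70 in WT AF, and 12.76 ± 2.75 in ank NP and 11.48 ± 1.57 in WT NP (SD, n = 5 each). Cdkn2a, the gene of p16, was below background in all 20 arrays, at 3.54 ± 0.35 and 3.84 ± 0.47 in ank and WT AF and 4.24 ± 0.31 and 4.18 ± 0.34 in ank and WT NP (SD, n = 5 each). Cdkn1a was the only gene of the cell cycle arrest list above background in the AF, and in the NP it was joined by Cdkn1b and Rb1, with differences of −0.77 and −0.20. None met the study's thresholds, and 0 passed adjusted over the list alone. Of the death receptor list Casp8, Cflar and Fadd were above background in the NP, with differences of −0.11, −0.05 and −0.25, the first 2 of which turned positive under 1 of the 2 other scalings. The paper proposes that loss of ANK may affect aspects of senescence in both compartments.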

## Discussion

The role of ANK has been studied in skeletal tissues, which has provided insights into its biological functions in marrow stromal cell and osteoblast differentiation [13, 14, 33], acellular cementum mineralization [34–37], chondrocyte phenotype maintenance [38], and inhibition of cartilage mineralization [39]. These studies have highlighted that ANK has broader context-dependent functions than simply acting as an inhibitor of calcified mineralization. Our observation that the vertebral bone phenotype is different compared to long bones, alveolar bone, or cementum, reinforces this notion [6, 14, 35, 37].

The intervertebral disc was drastically affected by the loss of ANK function. It is likely that the difference in NP cell morphology, reduce compartment size and the increased abundance of CA3 arise from diminished load transmission through the disc due to peripheral fusion/bridge formation and generalized stress response. Further analyses of the AF revealed a higher proportion of thin fibers in the matrix, suggesting a higher collagen turnover in mutants. Decreased abundance of COL I and COMP but increased COL X in the AF highlighted the alteration of the matrix composition and decreased stability of the COL I scaffold. Together with upregulated COL X, no changes in MMP13 levels implied that differentiation of AF cells into a true hypertrophic chondrocyte-like phenotype was unlikely. A previous study suggested that COL X may inhibit calcification [23], therefore increased COL X could imply a compensatory response to inhibit dystrophic mineralization. No changes in MMP13 levels also match with the unaffected COL II abundance in the AF, since MMP13 preferentially cleaves COL II [40, 41]. There were no changes in CS and ACAN levels in the NP of mutants. However, there was a decrease in CS levels without affecting ACAN levels in the AF. This reduction in CS content in AF could be due to a decrease in other CS-rich proteoglycans such as versican or decreased CS substitution. Moreover, the existence of aligned collagen fibers in the AF is a suitable environment for mineralization, in contrast to the absence of those fibers and mineralization in the NP.

The CEP in mutants contained more TNAP-positive cells and were thicker without elevated Ki67 expression suggesting a lack of continuous cell proliferation. A previous study reported that *ank* mutants had a much larger uncalcified area in the articular cartilage of the knee joints [42]. Moreover, chondrocytes in the uncalcified area showed diffuse staining of COL X and TNAP [42], which supports our observation of thicker CEP showing TNAP-positivity. Las Heras et al. also showed that calcified cartilage in *ank* mutants was thicker and the thickness increased with age [42]. This finding was in line with our observation in the BEP showing greater BV values; it is important to point out that at 13 weeks of age, the cartilaginous template of BEP is not yet fully replaced by the bone and represents calcified cartilage.

We consider that the calcium phosphate apatite in the intermediate AF, MIA, and that of the outer AF, MOA, is different regarding their mechanism of occurrence, composition, and effect on local cells. The MIA was acellular, with high radio-opacity with peripheral cells undergoing apoptosis. Conversely, the MOA with similar X-ray density to bone contained densely residing cells, suggesting an optimal environment for cells to reside. Although imaging-FTIR spectroscopic analysis failed to show compositional similarity between vertebral bone and MOA or MIA, cells in the MOA region showed TNAP and TRAP activity. Additionally, the MOA stained positive for OCN but negative for monocyte/macrophage/osteoclast markers, suggesting the acquisition of an osteoblast-like phenotype [43]. While the lack of CD31 and IHH staining underscored that this was not an endochondral ossification process, this is the first report documenting the acquisition of osteoblast-like-phenotype by resident cells of the AF in *ank* mice.

Further insights into broader ANK function in the disc were evident from the CompBio analysis of transcriptomic signatures in *ank* mice. In the AF, ANK loss affected pathways critical in protein modifications and turnover through autophagic and 26S proteasomal pathways. Similarly, themes related to the regulation of proteolysis and stress induction of heat shock proteins were evident in downregulated DEGs implying altered protein catabolism and an overall change in cellular stress levels. Additionally, several upregulated themes in AF related to skeletal and peripheral nerve defects *viz*. foot polydactyly and Charcot-Marie-Tooth disease were indicative of the pathological relevance of these DEGs. For example, upregulated genes *stim1* and *stim2* serve as endoplasmic reticulum Ca^2+^ sensors and regulate the store-operated Ca^2+^ entry [44]. Ca^2+^ influx into terminally differentiated growth plate chondrocytes upregulates *Runx2*, *Alpl*, *Col I*, and *Ocn* expression [45], which is relevant to cellular changes seen in outer AF. Similarly, a downregulated gene *S1pr1* and its ligand S1P are reported to have an anti-inflammatory function in the disc and is downregulated during human disc degeneration suggesting an inflammation-permissive niche in *ank* mutants [46].

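S1pr1, the gene of a sphingosine-1-phosphate receptor, was below background in all 10 AF arrays, so no fold is given. Its mean was 4.06 ± 0.25 (SD, n = 5) in ank AF and 4.95 ± 0.73 (SD, n = 5) in WT AF.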

Sharing some similarities with AF, DEGs in NP showed enrichment in supercluster related to ECM and pathologies related to defective bone and teeth mineralization and in unique themes related to oxygen sensing through prolyl hydroxylases and cell metabolism. Dysregulation of the oxygen sensing and metabolic pathways in the disc result in functional defects, e.g., *Egln3* knockout mice showed disc degeneration and altered HIF1A signaling [47–49]. Similarly, several downregulated ECM-homeostasis-related genes including *Sparc* and *Xylt1*, are important to maintain disc health and *Sparc* knockout mice are reported to have increased incidence of herniation and endplate calcification and sclerosis [50–52]. Concerning a cluster of themes related to cell adhesion and cytoskeleton, genes such as *Flnb* have been shown to play an important role in spine health [53]. FLNB loss-of-function mutations cause multiple skeletal pathologies resulting in defects of vertebral segmentation, joint formation, and endochondral ossification [54, 55]. Further underscoring the importance of the cytoskeleton, we have shown that conditional deletion of *Arp2/Arp3*, encoding components of a major actin-cytoskeletal regulator in the cartilage and disc, results in altered cell morphology and cell fate changes [56].

One of the important features of DEGs from AF and NP tissue of *ank* mice was the prominent sharing of a thematic cluster for BMAL1/CLOCK circadian regulation, involving regulators *Cry2*, *Nr1d1*, and *Per3* suggesting that ANK loss affected different components of the circadian clock in disc cells. This is significant since disc degeneration marked by AF disorganization, increased NP vacuolation, and calcification of discs in BMAL1 knockout mice was reported underscoring the importance of this critical pathway in maintaining disc health [57, 58]. BMAL1 also regulates the mineralization of skeletal tissues including bones and teeth and negatively regulates the heterotopic ossification of tendons and ligaments with aging [59–61]. Studies have shown both an increased trabecular bone mass and mineral density in osteoblast-specific *Bmal1* knockout mice [59] and loss of bone mass affecting both cortical and trabecular bone in global *Bmal1*^*−/*−^ mice [57, 62, 63]. *Bmal*^−*/−*^ mice also show an accelerated aging phenotype and the role of BMAL1/CLOCK in cell senescence has been recognized [64–67]. Accordingly, the thematic comparison of the disc transcriptome of *ank* mice with a pronounced perturbation in BAML1/CLOCK circadian regulation with the SenMayo gene list suggested that matrix remodeling and cytokine signaling that plays a critical role in age-dependent disc degeneration were two features shared between the datasets [68–70]. Together these results suggest that loss of ANK function in the disc may affect aspects of senescence in NP and AF.

In summary, our work provides insights into disc degeneration phenotype by the loss of ANK function. It involves heterogenous carbonated calcium phosphate apatite deposition accompanied by the acquisition of osteoblast-like-phenotype in the AF, decrease in NP compartment size, and thicker CEP. The vertebral bone and bony EP were both affected but in a different fashion than other long bones and mineralized tissues (Supplemental Fig. S7). Importantly, the diversity of phenotypes in disc compartments underscores the uniqueness of this tissue compared to other cartilaginous and mineralized tissues regarding ANK function.

## Materials and methods

### Mice

All animal experiments were performed under IACUC protocols approved by Thomas Jefferson University. Mice heterozygous for the progressive ankylosis allele (*ank*) were purchased from The Jackson Laboratory (Bar Harbor, ME, USA; C3FeB6 *A/A*^*w-J*^*-Ank*^*ank/J*^, stock number 000200). Obtained Hets were used to breed *Ank*^*ank/ank*^, heterozygous and WT littermates. 4-, 13-, and 20-week-old mice were used for μCT studies whereas all remaining analyses were carried out using 13-week-old mice.

### Micro-CT analysis

Micro-CT scanning (Bruker, Billerica, MA, USA, SkyScan 1275) was performed on fixed spines using parameters: 50 kV (voltage), 200 μA (current) at 15 μm resolution. Occupation ratios of the disc mineralization were compared between WT and mutant discs. Disc height and vertebral height were measured at three different points equidistant from the center of the bone on the sagittal plane and disc height index (DHI) was calculated. The three-dimensional datasets were assessed for cortical bone analysis, and two-dimensional assessments computed cortical cross-sectional thickness (Cort. Cs. Th), cortical bone area (Cort. B. Ar), cortical bone volume (Cort. BV), and cortical bone mass density (Cort. BMD). For trabecular bone analysis, trabecular number (Tb. N.), thickness (Tb. Th), trabecular separation (Tb. Sp), trabecular BV/TV (Tb. BV/TV), and trabecular bone mass density (Tb. BMD) were computed. For bony EP analysis, EP bone volume (EP BV), EP BV/TV, EP total porosity, and EP BMD were computed.

### FTIR imaging spectroscopy

Spectral imaging data in the mid-IR region, 4000–800 cm^−1^ at 8 cm^−1^ spectral resolution and 25 μm spatial resolution was acquired from 10-μm-thick calcified T10/11 and T12/L1 disc sections from 13-week-old WT and *ank* mutant mice (*n* = 3/group) using Spotlight 400 FTIR

Imaging system (Perkin Elmer, Waltham, MA, USA). The spectral images were analyzed using ISys Chemical Imaging Analysis software (v. 5.0.0.14; Malvern Panalytical Ltd, Malvern, UK). Briefly, spectral subtraction was initially carried out to remove bands from the cryotape used for sample preparation, the spectra were smoothed (9-pt) and baseline-corrected, then single-wavenumber images reflecting the distribution of specific tissue components were acquired at 1660 cm^−1^ (protein, collagen), 960 cm^−1^ (apatite mineral, phosphate), and 870 cm^−1^ (apatite mineral, carbonate). Overlays of mineral and protein images were carried out using Fiji (ImageJ 2.1.0/1.53c) as previously described [71]. For quantification of mineral content, the mineralized regions were masked using the ISys, and the second derivative of the spectra were obtained as a mathematically objective approach to assess peak intensity [72]. The intensity ratio of the phosphate-to-amide I peak (960/1660 ratio) was calculated to inform on the relative amount of mineral-to-protein present in the tissues. The main phosphate peak at 1030 cm^−1^ was not used due to the influence of the cryotape at that spectral region. To assess the variation in mineral content across the MIA-MOA interface, the Image Topology tool on the ISys was used in regions of interest on phosphate-to-amide I second derivative peak ratio images.

### Histological analysis

Dissected spines were fixed in 4% PFA in PBS for 48 h, decalcified in 20% EDTA and embedded in paraffin. Spines used for calcified sections were fixed similarly, treated with 30% sucrose, OCT embedded, and snap-frozen. Seven-micrometer mid-coronal sections were cut from decalcified L3-S1 levels and 10 μm mid-coronal sections were cut from calcified cervical to L1/2 levels. Safranin O/Fast Green/hematoxylin staining was performed for assessing histology or Picrosirius Red staining was done to visualize the collagen content. Alizarin Red staining was used to detect calcium. Staining was visualized using an Axio Imager 2 microscope (Carl Zeiss, Jena, Germany) using 5×/0.15 N-Achroplan or 20×/0.5 EC Plan-Neofluar objectives (Carl Zeiss) or a polarizing microscope (Eclipse LV100 POL, Nikon, Tokyo, Japan) using 10×/0.25 Pol/WD 7.0 objective, Digital Sight DS-Fi2 camera, and NIS Elements Viewer software. To evaluate degeneration, mid-coronal sections from L3-S1 levels per mouse were scored using a modified Thompson Grading scale and a scoring system described by Tessier et al. [73] by at least three blinded observers [21, 74]. For Picrosirius Red staining, under polarized light, stained collagen bundles appear as either green, yellow, or red pixels that correlate to fiber thickness: green (thin), yellow (intermediate), and red (thick). Color threshold levels remained constant.

### Immunohistochemistry and analysis

De-paraffinized sections following antigen retrieval were blocked in 5–10% normal serum in PBS-T and incubated with antibodies against COL I (1:100, Millipore, Burlington, MA, USA, ABT123), COL II (1:400, Fitzgerald, North Acton, MA, USA 70R-CR008), COMP (1:200, Abcam ab231977), COL X (1:500, Abcam, Cambridge, UK, ab58632), ACAN (1:50, Millipore AB1031); CS (1:300, Abcam ab11570); CA3 (1:150, Santa Cruz Biotechnology, Dallas, TX, USA), MMP13 (1:200, Abcam ab39012), Ki67 (1:100, Abcam ab15580), OCN (1:200, Abcam ab93876), CD31 (1:400, Abcam ab124432), CD68 (1:500, Abcam ab125212), and IHH (1:120, Abcam ab39634). For CD14 (1:1000, Abcam ab182032), CTPK (1:2000, Abcam, ab37259), and ARGxx (1:200, Abcam, ab3773) staining, MOM kit (Vector laboratories, Newark, CA, USA, BMK-2202) was used for blocking and primary antibody incubation. Tissue sections were washed and incubated with Alexa Fluor-594-conjugated secondary antibody (Jackson ImmunoResearch Lab, Inc., West Grove, PA, USA, 1:500-700). The sections were mounted with ProLong® Gold or Diamond Antifade Mountant with DAPI (Fisher Scientific, Waltham, MA USA, P36934; P36966) and visualized and acquired the images with Axio Imager 2 microscope using 5×/0.15 N-Achroplan or 20×/0.5 EC Plan-Neofluar objectives (Carl Zeiss). Percent positive staining area and cell number quantification was performed using the ImageJ/FIJI software. Images were set the thresholds to subtract the background, transformed into binary, and then staining area and cell number were calculated using the analyze particles function.

### TUNEL assay

TUNEL-staining was performed using the “In situ cell death detection” Kit (Roche Diagnostic, Zug, Switzerland). Briefly, sections were de-paraffinized and permeabilized using Proteinase K (20 μg/mL) for 15 min at room temperature and a TUNEL assay was carried out per the manufacturer’s protocol. Sections were washed and mounted with ProLong^®^ Gold or Diamond Antifade Mountant with DAPI and visualized with Axio Imager 2 microscope.

### TNAP and TRAP staining

Calcified sections were prepared and stained according to the previous report [75]. Briefly, specimens attaching to the cryotape were glued on the glass slides with chitosan adhesive solution, and dried overnight at 4 °C. As for TNAP staining, slides were incubated for 10 min in 100 mM Tris-HCl buffer (AP Buffer) (pH 8–8.5) mixed with Vector Blue (Vector laboratories, SK-5300) at room temperature following the instruction of the manufacturer. Subsequently, the slides were rinsed in 1X PBS for 5 min three times and mounted with DAPI and visualized under the Cy5 channel. For TRAP staining, ELF97 (Thermo Fisher Scientific, E6588) was diluted 1:75 in TRAP buffer (9.2 g of sodium acetate anhydrous and 11.4 g of sodium tartrate dibasic dihydrate dissolved in water; total volume 1000 ml; pH 4.2). TRAP buffer was applied to the slides for 15 min at room temperature. Subsequently, ELF97 dissolved TRAP buffer was applied to the slides for minutes at room temperature. The slides were rinsed in 1X PBS for 5 min three times and mounted with DAPI and visualized under the GFP channel.

### Tissue RNA isolation

The AF and NP tissue were separately dissected from caudal discs of 13-week-old WT and *ank* mice (each *N* = 5) under a microscope (Zeiss, Stemi 503) and pooled the tissue from a single animal to serve as an individual sample. The tissue was immediately placed in RNAlater^®^ Reagent (Invitrogen, Carlsbad, CA, USA). NP and AF tissues were homogenized with a Pellet Pestle Motor (Sigma Aldrich, St. Louis, MO, USA, Z359971), and RNA was extracted from the lysates using an RNeasy^®^ Mini kit (Qiagen, Venlo, Netherlands).

### RNA microarray analysis

Total RNA with RIN of around 5 was used for the analysis. Fragmented biotin-labeled cDNA was synthesized using the GeneChip WT Plus kit (Thermo Fisher). Gene chips (Mouse Clariom S) were hybridized with biotin-labeled cDNA in 100 μL of hybridization cocktail. Arrays were washed and stained with a GeneChip hybridization wash and stain kit and scanned on an Affymetrix Gene Chip Scanner 3000 7 G, using Command Console Software. CHP files were generated by sst-rma normalization from Affymetrix CEL file using the Transcriptome Analysis Console (TAC) v4.0.2 (Affymetrix, Santa Clara, CA, USA). Only protein-coding genes were included in the analyses. The experimental group was compared to the control group in the TAC, including all probe sets where at least 50% of the samples had a DABG (detected above background) *p* < 0.05. Inclusion cutoffs were set to a 1.75-fold change and *p* value < 0.05. Analyses and visualizations were done in Affymetrix Transcriptome array console 4.0 software.

### Transcriptomic data analyses using the CompBio tool

Significantly up- and downregulated DEGs from NP and AF tissues of *ank* mice (1.75-fold, *p* < 0.05) were analyzed using the GTAC-CompBio Analysis Tool (PercayAI Inc., St. Louis, MO). CompBio performs a literature analysis to identify relevant processes and pathways represented by differentially expressed, or otherwise related, biological entities (genes, proteins, miRNAs, or metabolites). Similarly, CompBio maps were generated for the SenMayo gene set consisting of 125 genes [32]. ANK_NP_UP was a low signal dataset without any significant themes passing the *p* value threshold. So that dataset was excluded from further analysis. We performed global as well as theme-wise overlap of the SenMayo list with the three ANK datasets. For the SenMayo dataset, the top 15 themes were selected because 98.5% of input genes were mapped within those themes. Then, using the concept level overlap, similarities were calculated based on shared concepts between and amongst SenMayo and the *ank* datasets (NP Down, AF UP, and AF Down). For global similarity calculations, we used Assertion Engine (AE V1.0), a machine learning module within the CompBio tool. AE analyzes two datasets at the concept level as well as compares the interrelationships of the conserved concepts. In other words, if the same enriched concept is present in both datasets, the AE determines how similar or different that concept’s relationships are with the other concepts in the respective datasets. A global score, representing the complete contextual biological similarity between the two is computed along with a *p* value to show how far from the randomized range a given overlap is. A score of 0.0 represents no similarity and a score of 1.0 represents complete similarity [24, 29].

### ScRNA-seq data analysis

Eight-week-old rat intervertebral disc (GSE211407) [18] sample GSM6469634 and Bovine (GSE179714) [19] Sample GSM5429728 intervertebral disc single-cell RNA-seq paired-end run read one (R1) and read two (R2) FASTQ files were downloaded from European Nucleotide Archive. Using the 10x Genomics Cloud Analysis platform and single-cell 3’ gene expression library type, FASTQs were aligned to the Rattus Norvegicus or Bos Taurus references. Single-cell data analysis outputs were generated and visualized using the Loupe Cell Browser software. Rat intervertebral disc cells, endothelial cells, myeloid, lymphoid cells, and erythrocytes were identified by marker genes described [18, 19]. For human scRNA-seq, Seurat packages (version 4.3.0) was used on downloaded healthy human scRNA-seq data (GSE205535) [20].

### Statistical analysis

Statistical analysis was performed depending on the results of the D’Agostino and Pearson test and Shapiro-Wilk test to check the normality of data distribution using Prism 9.2.0 (GraphPad, La Jolla, CA, USA) with data presented as mean ± standard deviation (SD). The differences between the two groups were analyzed by *t*-test or Mann–Whitney test. The differences between the three groups were analyzed by ANOVA or Kruskal–Wallis test followed by Dunnett’s T3 multiple comparisons test or Dunn’s multiple comparison test. *p* ≤ 0.05 was considered a statistically significant difference.

## Supplementary information

Ank Supplementary Figure Legend clean

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Reproducibility Checklist

## Data Availability

RNA microarray data associated with this study are deposited in the GEO database (GSE206997). All datasets generated and analyzed during this study are included in this published article and its Supplementary Information files.

# Supplementary material for: Loss of function mutation in Ank causes aberrant mineralization and acquisition of osteoblast-like-phenotype by the cells of the intervertebral disc
**Source:** Cell Death Dis. 2023 Jul 19;14(7):447. doi: 10.1038/s41419-023-05893-y
**Supplement:** Supplementary file 1 — Ank Supplementary Figure Legend clean

**SUPPLEMENTARY FIGURE LEGENDS**

**Supplemental Fig. S1** Representative micro-CT images of **a.** cervical and **b.** thoracic spines from wildtype (WT), *Ank* heterozygous (Het), and *ank* mutant (Mut) mice. Arrowheads indicate ectopic mineralization. Anatomical landmarks, such as the vertebra (V), transverse process (T), facet joint (F), and rib head (R) were labeled in each character. The scale bars in surface rendering images, 1mm; scale bars in multi-planer reconstruction images, 4 mm.

**Supplemental Fig. S2** Rat, bovine intervertebral discs and human nucleus pulposus tissue showing expression of *Ankh*. **a.** UMAP plot representations of rat intervertebral disc cells, endothelial cells, myeloid, lymphoid cells, and erythrocytes were identified by marker genes *Acan*, *Col1a1*, *Cdh5*, *Lyz2*, *Cd19*, and *Abcb10*. **c.** UMAP plot representations of bovine intervertebral disc cells and endothelial cells were identified by marker genes *Acan*, *Col1a1*, *Cdh5* and *Pecam1*. **b and d.** UMAP plot show *Ankh* is expressed in the disc cells. **e and f.** UMAP plot show *Ankh* is expressed in the *Acan-*expressing disc cells.

**Supplemental Fig. S3** The AF cells of *ank* do not show proliferation and do not express monocyte/macrophage/osteoclast markers nor drive endochondral ossification. **a-b.** Immunohistochemical analysis of Ki67. Scale bars, 200 μm. N = 1-4 discs/mouse, 6-9

mice/genotype. Dotted lines demarcate different tissue compartments within the disc. Quantitative measurements represent mean ± SD. Significance was tested using Kruskal-Wallis test. Qualitative immunohistochemical analyses of **c.** cathepsin K (CTSK); **d.** CD68; **e.** CD14; **f.** CD31; **g.** Indian hedgehog (IHH). **c-e.** Scale bars, 200 μm for the discs and 25 μm for the positive controls; **f.** All the scale bars, 25 μm. **g.** Scale bars, 100 μm for the discs and 25 μm for the positive controls. Dotted lines demarcate different tissue compartments within the disc. Staining of positive controls are shown from indicated regions.

**Supplemental Fig. S4** The upregulated and downregulated themes and corresponding DEGs with their CompBio entity scores in *ank* AF cells. **a-g.** CompBio analysis of DEGs and concepts whose abundances were significantly higher in *ank* AF cells. **h-n.** CompBio analysis of DEGs and concepts whose abundances were significantly lower in *ank* AF cells.

**Supplemental Fig. S5** The downregulated themes and corresponding DEGs with their CompBio entity scores in *ank* NP cells. **a-f.** CompBio analysis of DEGs and concepts whose abundances were significantly lower in *ank* NP cells.

**Supplemental Fig. S6** The global similarity scores for *ank* and SenMayo using the assertion engine tool within CompBio. **a.** *ank* NP and SenMayo downregulated **b.** *ank* AF and SenMayo downregulated; **c.** *ank* AF and SenMayo upregulated. The background distribution (blue dots) is generated by comparing real datasets of various sizes with random gene lists. The orange points show the scores generated by datasets of sizes similar to the input datasets used for p-value calculations. The red dot (highlighted) shows the global similarity between the *ank* and SenMayo cluster comparison.

**Supplemental Fig. S7** A scheme of pathological condition of the intervertebral disc and spine induced by loss of *Ank* function.

How the deposited data were processed for this re-analysis (not part of the article)

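Gene expression was measured in AF and NP tissue of the same 10 mice, 5 WT and 5 ank, with 1 Clariom S array per mouse and tissue, 20 arrays in all. The authors converted the scans in the Transcriptome Analysis Console, version 4.0.2, with the sst-rma method (background correction, quantile normalization and a summary of the probes) and deposited log2 values, 1 per probe set and array. The medians of the AF arrays lie below those of the NP arrays, so the tissues were probably normalized in separate runs. The table holds 28846 probe sets, of which 22206 stand for genes and unmapped transcripts, 19572 of them have 1 gene symbol here and 2634 have no name here. For the 55 genes with more than 1 probe set, the one with the highest mean over all 20 arrays was used, which left 19505 genes. The labelled sex was checked with the Y-linked genes Eif2s3y, Kdm5d and Uty: in the NP each male lay above every female in all 3, whereas in the AF the sexes overlap, as all males but ank replicate 48 lay below female WT replicate 53 in Kdm5d (5.84), and male ank replicate 31, the array with the lowest control AUC, lay among the females in all 3 (Eif2s3y 4.28, females 3.63 to 4.36), so its AF array does not show its sex. No 2 arrays were identical, and arrays of 1 group correlated with each other by 0.617 to 0.954.

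The study's filter on detection p-values was not used here. In its place a gene counted as above background in an array when it exceeded the 95th percentile of 1426 odorant, pheromone and trace amine receptor genes, and it was tested when it did so in at least 5 of the 10 arrays of the tissue. The arrays have no read depth, and the signal over background sets what can be measured: the control AUC, from 1324 positive and 5222 negative control probe sets, ran from 0.59 to 0.763 in the AF and from 0.71 to 0.789 in the NP. Below the background a fold says little, so such genes are given as means, or as a lower bound where 1 group is above background in most of its arrays and the other in 0. The paper gives a RIN of about 5 for the RNA.

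The main comparison of ank with WT was made within each tissue with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) and Benjamini-Hochberg adjustment at 0.05. The study's thresholds, an unadjusted p under 0.05 and a fold of at least 1.75, were counted on the same fits, and the methods' t-test was run beside them. Gene lists were compared with the other genes tested by limma's camera with a correlation of 0.01, adjusted over the lists with at least 4 genes tested, and again with an estimated correlation; limma's fry tested each list against no change, which is another question. Each list was also adjusted over the list alone. Single values (distances between arrays, the clock phase index) were tested by exact two-sided permutation of the 252 labellings, whose smallest p is 0.0079. Correlations were tested with 100000 permutations. For each count over many genes, 100 splits of the mice were drawn with seed 7, the real one included. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

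Before the data were examined, the comparisons, their alternatives, the genes to name and 38 gene lists were fixed. Several of the lists hold genes that the paper names from these same arrays, such as Vps35 and Kif13a or Egln3 and P4ha2. Tests of those lists are therefore not independent of the paper's choice of genes. The lists were written from general knowledge, the senescence list after the SenMayo panel and not from its published file. They are clock genes high with Per and Nr1d1, clock genes in antiphase, core clock, osteoblast, pyrophosphate and phosphate handling, annulus fibrosus and tendon, nucleus pulposus and notochord, cartilage matrix, hypertrophic chondrocyte, skeletal muscle, myostatin and muscle atrophy, red blood cell, neutrophil and marrow, macrophage and osteoclast, endothelium, epidermis, adipocyte, Schwann cell, desmosome, proteasome, neddylation and cullin ligases, autophagy, heat shock proteins and co-chaperones, Golgi and Rab traffic, AMPK and mTORC1, glycolysis, HIF and oxygen sensing, retromer and sorting nexins, senescence-associated secretory, cell cycle arrest, death receptor, proliferation, semaphorin, neuropilin and neuroligin, fibrillar matrix, chondroitin sulfate synthesis, Charcot-Marie-Tooth disease, immediate early and glucocorticoid response. The genes named are every gene the paper names in its text or labels in Fig. 7c and Fig. 8c, up to 4 examples from each other panel, per tissue and direction the 8 with the largest difference among those at the study's thresholds with no overlap between the genotypes, and up to 4 members of each list described, those with the smallest p. Any other gene is said to be chosen after its values were seen.

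The mouse numbers pair the AF and NP arrays of each animal. This pairing was checked on the deviations from the group means, whose correlation within an animal had a median of 0.181 (−0.167 to 0.643) and −0.0078 between different animals, and 5 of the 10 AF arrays correlated best with the NP array of their own animal. Comparisons across tissues were therefore made with and without the animal as a replicate block. The alternatives were no filter, a stricter filter at the 99th percentile, quantile normalization, arrays centred on their median, sex as a covariate, a variance trend, array weights, all 20 arrays in 1 fit with and without the replicate block, all probe sets, a fold of 1.5, a p of 0.01, other distances, 1000 variable genes, and each mouse left out in turn. Added after the values were seen were the spike-in set as a block, the control AUC as a covariate, a filter at the mean of the 23 antigenomic background probe sets, and for the muscle lists with no filter an estimated correlation and each mouse left out. Spike-in sets were read from the poly-A controls, at a log2 value of 5.

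The steps were tested on simulated data made from the arrays. Of genes raised or lowered 4-fold, limma's adjusted test recovered 48% in the AF and 74% in the NP and the study's thresholds 86% and 94%, and of unchanged genes the thresholds called 4.15% and 3.65%. At the study's own fold of 1.75 the adjusted test recovered 2% in each tissue and the thresholds 26% and 36%. For the difference between the tissues the adjusted test recovered 32% at 4-fold and 71% at 8-fold. In simulated NP arrays with 25 lists, limma's camera called the 5 shifted ones and 0 of the 20 unchanged ones. The simulated genes varied independently, whereas real lists can be correlated, as the epidermis list of the AF with an estimated correlation of 0.88. The simulation therefore does not test how often camera calls unchanged lists of correlated genes. The percents recovered within a tissue rest on 50 genes per fold, and those for the difference between the tissues on 100 genes per fold. Theme analysis with CompBio and the comparison with its stored themes were not run here, Ank itself is not analysed here, and 14 genes that the paper names are not analysed here.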

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

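The tests of explanations in this part were chosen after the results were seen, apart from the counts over other splits of the mice; the condition on single arrays left out, and for the lists its comparison of the same arrays with and without the covariate and the balance of the sets, were added to the tests of signal over background and of the spike-in sets after their values were seen. Among the AF arrays, WT replicate 33 lay far from the other WT arrays in 8 of the measures tested. It had 6368 genes above background where the others had 2831 to 3815, a median over all probe sets of 5.75 (5.89 to 5.94), an osteoblast list mean of 13.0 (6.74 to 7.93), a macrophage and osteoclast list mean of 9.66 (5.43 to 5.56), an endothelium list mean of 7.62 (4.94 to 5.53), a skeletal muscle list mean of 11.8 (5.56 to 6.44), an adipocyte list mean of 8.00 (5.02 to 5.46) and an epidermis list mean of 5.01 (6.09 to 6.32). Col1a1, the main collagen of bone, stood at 19.68 and Acta1, the actin of skeletal muscle, at 18.23 in this array. In the NP, WT replicate 53 lay far above the other WT arrays in the epidermis list mean, 8.03 against 7.59 to 7.67, and in Snx9 (12.4, others 11.7 to 11.9), Epha4 (12.6, others 11.1 to 11.3) and Anp32a (15.9, others 14.2 to 14.7). The macrophage and osteoclast list mean was 6.72 in NP WT replicate 55 (others 5.67 to 5.87) and the red blood cell list mean 5.65 in AF ank replicate 31 (others 5.29 to 5.38). Jmjd8 was 7.58 in NP ank replicate 48 (others 9.05 to 9.46), Zfp960 10.3 in AF WT replicate 55 (others 8.62 to 9.08) and Pbrm1 5.41 in AF WT replicate 53 (others 6.88 to 7.31). These 17 come from 208 groups of 5 arrays tested, 116 of array measures and 92 of genes, and chance marks about 1 in 20 groups.

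By limma's camera on the difference itself, the effect of genotype differed between AF and NP for 4 lists with a correlation of 0.01 and for 0 with an estimated correlation (adjusted p 0.83 for each): epidermis (adjusted p = 0.0068, mean difference between the effects 2.48, 4 of 4 genes), desmosome (0.0068, 1.87, 7 of 7), glycolysis (0.0068, 1.22, 16 of 16) and HIF and oxygen sensing (0.0304, 0.98, 17 of 20), each higher in the AF effect. In WT mice each list is more abundant in NP than in AF (median AF minus NP difference −5.92, −5.07, −2.93 and −2.46), and in ank AF the glycolysis mean ran from 9.45 in replicate 31 to 12.48 in replicate 48, as did the mean of the 200 genes richest in NP (8.08 to 11.79), so NP tissue in the AF samples, weighed below, is not ruled out for this difference. With the animal as a replicate block the adjusted p were 0.0034, 0.0034, 0.0027 and 0.0424. The 4 epidermis genes tested, Dsc3, Dsp, Perp and Pkp1, are also in the desmosome list, so the epidermis and desmosome results are not independent. Among single genes limma called 0 of 5094 after adjustment, with 240 at an unadjusted p under 0.05. With a real value of 0 the count over 100 splits, 100 with as many calls (highest other 110), says nothing about chance.

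The glucocorticoid response list, which the paper does not report on, was higher in ank AF (adjusted p = 6.473e-04 from limma's camera, mean 1.58, 10 of 10 genes) and in ank NP (adjusted p = 0.0021, mean 0.65, 8 of 10 genes), and the immediate early list in ank NP (adjusted p = 0.0021, mean 0.88, 9 of 15 genes). With an estimated correlation the adjusted p were 0.397, 0.447 and 0.585. The immediate early list lost its call without ank replicate 39 (0.291), ank replicate 41 (0.057), WT replicate 33 (0.0576) or WT replicate 53 (0.0501), and both glucocorticoid calls held without each single array, but the one in the NP did not with no filter (0.0578).

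The first pattern weighed is that 145 of the 151 AF genes at the study's thresholds are higher in ank. With the arrays centred on their median 90 genes were higher and 44 lower, and after quantile normalization 86 and 41. Within spike-in set A 25 were higher and 26 lower, and within set B 930 and 44. The size of the excess thus depends on the scaling of the arrays and on the spike-in set. Of 100 splits of the mice 31 give as many calls as the real one (151, highest other 1146), so chance cannot be excluded, and 9 splits give 3 times the real count or more, which points to a structure of the samples: the split with 1146 calls parts the arrays by a control AUC difference of 0.0776, the real split by 0.026. With the control AUC as a covariate 140 genes were higher and 53 lower at the thresholds, so the lower ones rose from 6, and 115 of the 145 genes still met them, but the share, 79.3%, was 16.9% without WT replicate 33 and 43.1% without ank replicate 31, so signal over background cannot be told apart from genotype here. The 145 genes are richer in NP than genes of their level, with a median NP minus AF difference of 1.90 against 1.29 in random lists matched on level (percentile 100 of 10000 lists). But among 133 other groups of the splits of these arrays with at least 20 higher genes, 21 show as large an excess over matched lists (0.62; median of the others −0.02), so a share of NP tissue in the ank AF samples cannot be told apart from chance differences between the arrays. A change of the AF cells themselves stays open as untested.

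The second pattern weighed rests on limma's camera for ank against WT AF. It placed the epidermis list above the other genes tested, and the osteoblast, annulus fibrosus and tendon, and cartilage matrix lists below them. The epidermis genes tested, Dsc3, Dsp, Perp and Pkp1, are all in the desmosome list. The osteoblast genes tested were Col1a1, Col1a2, Smpd3 and Ibsp, whose collagens are also in the annulus list. The nucleus pulposus and notochord list was higher by a mean of 1.30 but did not pass (adjusted p = 0.329). With an estimated correlation 0 lists passed. Within spike-in set B the osteoblast, annulus and cartilage means were 1.26, 0.73 and 0.09. The 200 genes richest in NP were higher in ank AF by 1.19 (10.42 ± 1.59 and 9.24 ± 0.76, SD, n = 5 each; exact two-sided permutation p = 0.183; 0.96 and 1.34 within the spike-in sets), from 8.08 in ank replicate 31 to 11.79 in ank replicate 48, so more NP tissue in ank samples is not shown. To dilute the 23 AF, cartilage and bone genes, 15 of them lower, 19.8% of NP RNA would be needed where the genes rich in NP show 5.75%, a ratio of 3.44, and without single arrays it ran from 0.69 to 6.27, which leaves dilution open. These shares take the values off the log2 scale as RNA amounts and compare tissues probably normalized in separate runs, so they are rough. With the control AUC as a covariate the adjusted p was 2.227e-04 for the osteoblast list (mean −1.01 without and −1.88 with the covariate, standard errors 1.57 and 1.04) and 0.0014 for the annulus fibrosus and tendon list (−0.50 and −0.98, standard errors 0.87 and 0.58). With single arrays left out the covariate ended 0 of the 7 and 6 calls of these lists that held without it; but without WT replicate 33 neither passed, with the covariate (0.0781 and 0.344) or without it (0.243 and 0.377), and without the covariate both means turned, to 0.16 and 0.20 (standard errors 1.19 and 0.59), so that both lower lists rest on this array. For the epidermis list the adjusted p was 0.0227 (mean 2.02 and 1.97, standard errors 1.17 and 1.28), and the covariate ended 2 of 8 calls (0.102 without WT replicate 32, 0.0677 without ank replicate 41); for the cartilage matrix list it was 0.0475 (−0.34 and −0.46, standard errors 0.38 each), and the covariate ended 3 of 8 (0.632 without WT replicate 33, 0.0578 without ank replicate 34, 0.0677 without ank replicate 41), so for the 4 lists signal over background cannot be told apart. Of 100 splits 6 give as many AF lists as the real one (7, highest other 9), so chance cannot be excluded.

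The third pattern weighed is that limma's camera called the clock, glucocorticoid and immediate early lists in the NP and, in part, in the AF. With the list mean of each mouse over all measured members, exact two-sided permutation gave p = 0.119, 0.381 and 0.429 in the NP, in that order. In the AF this permutation test gave p = 0.786, 0.0238 and 0.238, and the 0.0238 was 0.19 adjusted over 24 measures. Deviations from the genotype mean correlated between AF and NP of the same animal for the clock phase index (Pearson r = 0.653, permutation p = 0.0371, adjusted p = 0.0557; rho = 0.685; 0.517 without the 2 farthest) and the immediate early list (r = 0.764, permutation p = 0.0102, adjusted p = 0.0205; rho = 0.745; 0.855 without them), which fits the state of the animal at dissection, such as the hour or handling, as a candidate explanation; these p ignore that 10 mice share 2 genotype means. For the glucocorticoid list r was 0.479 (permutation p = 0.162, adjusted p = 0.195). Its rho was 0.65 (permutation p = 0.049) and its r 0.913 without the 2 farthest, so whether the tissues are related in this list is not settled. Each spike-in set of the NP holds as many WT as ank arrays, so a shift of a whole set leaves the means of the lists where they are, and with the set as a block the adjusted p was 0.0013 for the clock genes high with Per and Nr1d1, 0.0018 for the immediate early and 0.0013 for the glucocorticoid list. The block could not have moved these means, so it is the balance, and not the block, that argues against an even shift of a set as the cause. Within sets A and B the means were −0.63 and −1.47 for the clock and 0.74 and 0.52 for the glucocorticoid list. They were 1.53 and −0.10 for the immediate early list, whose difference was thus seen in set A only. Without ank replicate 39, which leaves the sets uneven, the immediate early list passed neither with the block (0.398; mean −0.03) nor without it (0.291; 0.09), and the glucocorticoid list went from 0.0396 to 0.0571 with it (mean 0.36 and 0.22, standard errors 0.72 and 0.55). Of 100 splits 4 give as many NP lists as the real one (7, highest other 10), so that number is uncommon among the splits, but chance is not excluded. The 7 fell to 4 without ank replicate 39 or 41 and to 0 with an estimated correlation. As many NP genes at the study's thresholds come from 30 of the splits (210, highest other 743), and 5 splits give 3 times the real count or more, a structure of the samples. Chance is not excluded for the genes either, and an effect of ank on these genes stays open.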

How the results depend on the processing

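The spike-in block, the control AUC covariate and the antigenomic filter were tests chosen after the values were seen; the other alternatives were planned. After adjustment with limma 0 genes passed in either tissue under every setting run, as for the difference between the tissues (240 at an unadjusted p under 0.05). The clock phase index kept its direction and passed no test under the alternatives run, from −0.396 to −0.0194 in the AF and from −0.854 to −0.463 in the NP.

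The AF count of 151 was 488 with no filter, 438 with the antigenomic filter, 62 with the stricter filter, 562 with array weights, 258 with all 20 arrays in 1 fit, 269 with the replicate block and 17 at p under 0.01; without single arrays it ran from 53 to 617, and 6 of the 10 arrays moved it by more than 1.5 times (617 without ank replicate 31, 263 without WT replicate 33, 97 without ank replicate 34, 76 without WT replicate 53, 57 without ank replicate 48, 53 without ank replicate 41). The NP count of 210 was 413 with no filter, 379 with the antigenomic filter, 132 with the stricter filter and with the methods' t-test, 335 with array weights, 134 with all 20 arrays in 1 fit and with the replicate block, and 53 at p under 0.01; without single arrays it ran from 120 to 335, and 4 arrays decided (335 without ank replicate 39, 327 without ank replicate 41, 139 without ank replicate 48, 120 without WT replicate 53). The filters and the p of 0.01 change the genes tested or the threshold, and for array weights, the 1 fit and the left-out arrays the cause was not tested.

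The difference in distance between and within genotypes, 1.52 in the AF, turned to −0.543 with quantile normalization and −0.0084 with 1 minus Pearson correlation, and ran from −2.29 (without ank replicate 41) to 8.49 (without ank replicate 31); it was also negative without WT replicate 53 (−0.60) and ank replicate 48 (−2.14). In the NP it was 0.0579, turned to −0.707 with no filter, and ran from −3.21 (without WT replicate 53) to 3.88 (without ank replicate 39), negative without 6 of the 10 arrays. The cause was not tested.

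Of the gene lists 7 passed in each tissue; with an estimated correlation and with fry 0 passed in either, where fry asks whether a list changed at all. With no filter 15 passed in the AF, but only 3 of the 7 were among them: annulus fibrosus and tendon (0.149), cartilage matrix (0.0859), epidermis (0.0828) and fibrillar matrix (0.279) did not pass, and in the NP glucocorticoid response (0.0578) did not. Without single arrays 2 (ank replicate 48) to 8 (WT replicate 55) passed in the AF, 4 without WT replicate 33, and 4 (ank replicates 39 and 41) to 9 (ank replicate 34) in the NP. The senescence list passed under no setting; in the AF fry, which tests against no change, ran upward (adjusted p 0.642; camera's 0.353 to 0.750 without single arrays) where camera, against the other genes, ran downward, and the list's mean was 0.20 (−0.11 after quantile normalization), so these are answers to 2 questions; camera's direction turned in the NP with no filter (0.964; 0.690 without WT replicate 53 to 0.953 without WT replicate 55, turned without WT replicates 32 and 55 and ank replicate 48). The cause was not tested.

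The animal as a replicate block gave 3567 genes between WT AF and WT NP against 3558 without it, 3466 of them shared with the same sign, and it brought the immediate early list under 0.05 in the difference between the tissues (adjusted p = 0.0048 against 0.0532 without it). Of the named genes, the fit of all 20 arrays with the block moved Anxa4 and Vcp to the study's thresholds in the AF and Cry2 out of them, and in the NP moved Galnt3, Vps35, Snx9, Myc, Slc11a2, Dusp6, Adgrg6 and Anp32a out of them; it changed no other call of those run with it. That count was 6734 with no filter, 1417 with quantile normalization, and 2896 (without WT replicate 53) to 3705 (without ank replicate 31) without single arrays. Genes at the thresholds in both tissues numbered 9, 17 with no filter and 5 with sex as a covariate, and 2 (without ank replicate 41) to 18 (without ank replicate 31) without single arrays, 9 of which moved the count by more than 1.5 times.

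Of the named genes, 38 in the AF gave 421 values under alternatives, of which 351 kept their side of the thresholds, 39 were weaker and 31 stronger. In the NP 36 gave 782, of which 687 kept it, 79 were weaker and 16 stronger. Of these values 0 reversed a call. A gene below the thresholds can turn sign without counting as reversed, as Sema3c and Mcm6 did in the AF under another scaling. Signal over background limits the AF more than the NP, with 4078 genes tested in the AF against 6340 in the NP.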

Differences from the paper's values

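The antigenomic filter, the control AUC covariate and the spike-in block were the tests in this part chosen after the values were seen. At the study's thresholds the paper counts 464 genes in the AF and 151 are found here. Of 23 alternatives set before the data were examined, 3 come within 1.5 times the paper's value (488 with no filter, 562 with array weights, 617 without ank replicate 31) and 20 do not. The paper counts 332 higher genes against 145, with 4 alternatives within (344 with no filter, 245 with all 20 arrays in 1 fit, 255 with the replicate block, 254 without WT replicate 33) and 19 not, and 132 lower genes against 6, where no filter alone comes within (144) and 22 do not. In the NP the paper counts 398 genes against 210, with 6 alternatives within (413 with no filter, 335 with array weights, 285 without WT replicate 33, 335 without ank replicate 39, 327 without ank replicate 41, 269 at a fold of at least 1.5) and 17 not, and 177 higher genes against 32, where no filter alone comes within (162) and 22 do not. The antigenomic filter, chosen after seeing the values, gives 438 in the AF (330 higher, 108 lower) and 379 in the NP (134 higher, 245 lower), and under it 73 of the 92 genes of the paper analysed here meet the thresholds in the AF and 51 of 58 in the NP, while 7 and 1 lie below this filter.

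Of the genes that the paper names or labels and that are analysed here, all 55 higher and 37 lower in the AF and all 4 higher and 54 lower in the NP go in the paper's direction. The paper chose these genes by their difference on the same arrays, so the shared direction was given in advance and is not independent evidence. At the study's thresholds and above background are 24 of the 55, 2 of the 37, 3 of the 4 and 41 of the 54; with no filter 78 of 92 in the AF and 51 of 58 in the NP meet the thresholds. Of the 13 genes analysed here that the paper's text names as lower in the AF, 1 is above background in at least 5 arrays and 0 meet the thresholds as well, where 10 do with no filter.

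Genes above background that the paper calls and that do not meet the thresholds here include Rab12 in the AF (0.97), which meets them with no filter, array weights, without WT replicate 33, without ank replicate 31 and with the antigenomic filter; Nr1d1 in the AF (−0.94), with no filter, quantile normalization (−1.30), arrays centred on their median (−1.21), array weights, without WT replicate 53, without ank replicate 34, the control AUC covariate and the antigenomic filter; Vcp (1.42), with no filter, quantile normalization, arrays centred on their median, a variance trend, array weights, all 20 arrays in 1 fit with and without the replicate block, without WT replicate 33, without ank replicate 31, the control AUC covariate and the antigenomic filter; and Anxa4 (1.21), with no filter, array weights, all 20 arrays with and without the replicate block, without WT replicate 32, without ank replicate 31 and the antigenomic filter. In the NP they include Me1 (−0.83), which meets them with no filter, sex as a covariate, without WT replicate 55, without ank replicate 31, the spike-in block, the control AUC covariate and the antigenomic filter, and Per3 (−0.98), with no filter, quantile normalization, arrays centred on their median, sex as a covariate, array weights, without WT replicate 55, without ank replicate 39, the spike-in block and the antigenomic filter. The text genes Stim2, Atg13, Nrcam and Fasl do not reach the fold with no filter or with the antigenomic filter, the settings in which they were tested, and the other genes of the panels were followed only as counts.

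The paper reads the AF principal components as grouping the arrays by genotype except for 1 mutant sample, whereas the difference in distance is 1.52 with an exact permutation p of 0.746 (n = 5 per group), 8.49 with an exact permutation p of 0.0794 without ank replicate 31, and the first component follows the control AUC; over the genes at the thresholds the ank arrays group together except replicate 31. The paper finds the senescence panel in both tissues by thematic similarity. By limma's camera the senescence list has an adjusted p of 0.329 in the AF and 0.791 in the NP, with Axl and Wnt16 in the AF and Il7 in the NP at the thresholds. This test asks for a shift in 1 direction of the 26 AF and 28 NP genes above background in a list written from memory. It does not test thematic similarity, which was not computed here.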

Other observations

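The tests of the glucocorticoid, NP tissue and animal-state patterns were chosen after the results were seen; the counts over other splits and the test of genes next to Ank were planned. By limma's camera the glucocorticoid response list was higher in ank AF (adjusted p = 6.473e-04), but not with an estimated correlation (0.397), and fry, which tests against no change, gave 0.241. Errfi1, an inhibitor of EGF receptor signalling, measured 14.12 ± 2.90 in ank AF and 11.16 ± 1.57 in WT AF, Mt2, a metallothionein, 13.43 ± 2.18 and 10.48 ± 0.81, and Tsc22d3, the leucine zipper GILZ, 11.89 ± 0.95 and 10.37 ± 1.22 (SD, n = 5 each). With Mt1 and Sgk1 they were the 5 of 10 genes of the glucocorticoid response list at the study's thresholds, all 10 were higher, by a median of 1.33, and 2 passed adjusted over the list alone. Within spike-in sets A and B the mean was 0.57 and 2.26 in the AF and 0.74 and 0.52 in the NP, where the median was 0.68, 1 gene met the thresholds, and 0 passed adjusted over the list alone. Of the immediate early genes all 16 were higher in ank AF, by a median of 0.75 (14 and 0.46 after quantile normalization; adjusted p = 0.131 from limma's camera; −0.12 and 1.66 within sets A and B; 0 adjusted over the list alone), with Fosb alone at the thresholds; in ank NP the median was 0.70, the means within the sets 1.53 and −0.10, and Fosb again alone.

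Col1a1 measured 11.90 ± 2.17 in ank AF and 14.02 ± 3.46 in WT AF, Chad 17.70 ± 1.89 and 19.17 ± 0.24 and Cytl1 15.99 ± 3.07 and 18.80 ± 0.75, whereas Sox9, the cartilage transcription factor, was higher by 2.47 and Slc20a1, a phosphate transporter, by 1.42 (11.51 ± 1.03 and 10.09 ± 0.77, SD, n = 5 each). By limma's camera the osteoblast list (median −1.01, 3 of 4 lower, adjusted p = 0.0188; 0.510 with an estimated correlation; −4.43 and 1.26 within sets A and B), the cartilage matrix list (median −0.28, 7 of 13 lower, 0.0191; 0.397; −0.98 and 0.09) and the annulus fibrosus and tendon list (median −0.32, 7 of 8 lower, 0.0199; 0.510; −2.35 and 0.73) were lower than the other genes tested, though each mean was above 0 within set B; with no filter the last 2 did not pass (0.0859 and 0.149). The fibrillar matrix list had an adjusted p of 0.0368 (0.629 with an estimated correlation; −1.45 and 0.66 within sets A and B), running downward although 10 of 17 genes were higher and its median was 0.03, which turned to −0.28 after quantile normalization (adjusted p 0.279 with no filter). The epidermis list was higher (median 2.03, 4 of 4 genes, adjusted p = 0.0188; 0.510 with an estimated correlation; 2.25 and 1.87 within the sets; 0.0828 with no filter). In each of these lists 0 genes passed adjusted over the list alone, and at the thresholds stood Cytl1 (lower) and Sox9 (higher) of the cartilage list and Dsc3 of the epidermis list. The 4 osteoblast genes tested, of 15 measured, were Col1a1, Col1a2, Smpd3 and Ibsp. The collagens among them are also in the annulus and fibrillar matrix lists, so these results are not independent and say little about osteoblast genes in general. The 4 epidermis genes tested, Dsc3, Dsp, Perp and Pkp1, are all in the desmosome list. Without WT replicate 33 the adjusted p was 0.243 for osteoblast, 0.377 for annulus fibrosus and tendon, 0.347 for epidermis and 0.0683 for fibrillar matrix; without ank replicate 48 it was 0.0682 for osteoblast, annulus fibrosus and tendon and epidermis, 0.117 for cartilage matrix and 0.0993 for fibrillar matrix. Without ank replicate 31 it was 0.0558 for osteoblast and for annulus fibrosus and tendon and 0.0874 for fibrillar matrix, without WT replicate 32 it was 0.0967 for cartilage matrix, 0.0609 for annulus fibrosus and tendon and 0.353 for fibrillar matrix, and without ank replicate 41 it was 0.131 for fibrillar matrix.

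The other lists did not pass in the AF. The medians and camera's adjusted p were 0.99 and 0.329 for nucleus pulposus and notochord (7 of 8 higher), 0.72 and 0.131 for glycolysis (15 of 16 higher, Aldoc at the thresholds), 0.53 and 0.939 for HIF and oxygen sensing (13 of 19 higher), 0.30 and 0.698 for retromer and sorting nexins (13 of 15), 0.48 and 0.939 for pyrophosphate and phosphate handling (5 of 6, Slc20a1 at the thresholds) and 0.38 and 0.329 for chondroitin sulfate synthesis (6 of 7, Chst3 at the thresholds and passing adjusted over the list alone). After quantile normalization these medians were 0.51, 0.39, 0.17, 0.10, 0.23 and 0.16, with 9 of 15 retromer and 4 of 7 chondroitin sulfate genes higher. Too few genes were above background for a test of the Schwann cell list (2, median 1.38, with Pmp22 passing over the list alone), hypertrophic chondrocyte (2, −0.08), macrophage and osteoclast (2, −0.27), red blood cell (1, −0.05) and neutrophil and marrow (1, Lcn2, 4.88, with 13.36 ± 4.89 in ank and 8.48 ± 5.72 in WT, SD, n = 5 each), and the endothelium and adipocyte lists had 0.

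In the NP the medians and adjusted p were −0.26 and 0.239 for autophagy (13 of 15 lower, Atg12 at the thresholds), 0.10 and 0.187 for heat shock proteins and co-chaperones (10 of 18 higher), 0.04 and 0.204 for neddylation and cullin ligases (14 of 24 higher), −0.17 and 0.668 for Golgi and Rab traffic (16 of 22 lower), −0.41 and 0.150 for semaphorin, neuropilin and neuroligin (8 of 9 lower, Sema3b at the thresholds) and −0.21 and 0.894 for Charcot-Marie-Tooth disease (10 of 14 lower, with a mean of −0.09 and a test running upward). After quantile normalization these medians were −0.09, 0.17, 0.12, −0.06, −0.41 and −0.08. The proteasome list had a median of −0.02 and an adjusted p of 0.204, and AMPK and mTORC1 −0.13 and 0.724; after quantile normalization both medians turned, to 0.10 and 0.01. Of the lists with too few genes, the Schwann cell list had a median of −0.46 (3 genes), macrophage and osteoclast −0.73 (2), red blood cell 0.44 (1) and proliferation 0.29 (1), and the single gene of the myostatin and muscle atrophy list, Fstl3, differed by −0.05, turning to 0.11 after quantile normalization.

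In WT mice the AF and NP differ in 3558 genes after adjustment with limma. The median AF minus NP difference was 1.57 for annulus fibrosus and tendon, 1.27 for cartilage matrix, −4.77 for nucleus pulposus and notochord and −5.92 for epidermis, though the tissues were probably normalized in separate runs. Of 100 splits of the 10 WT arrays only the real one gives as many calls (3558, highest other 2558). The 22 other splits that part the tissues of 1 animal give 0 calls and the 65 that part 3 animals 0 to 1872. The 12 that, like the real one, part all 5 animals give a median of 0 and at most 2558. Only these 12 keep the pairing of the tissues by animal, and they are too few for a p under 0.05. Separate normalization runs would part the arrays in the same way as the tissues, so the splits cannot tell the 2 apart.

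Genes at the study's thresholds in both tissues in the same direction numbered 9, where independent lists would share 0.966 of 3903 genes, and 1 gene went opposite ways. Those higher were C1galt1, Fosb, Gm21319, Myc, Cebpd and Rcan1 and those lower Phkb, Tasor and Sh3pxd2a, of which C1galt1, Gm21319, Cebpd and Phkb were chosen after their values were seen. Of 100 splits of the mice 26 share as many (9, highest other 92), so chance cannot be excluded.

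One hypothesis was that a segment of the donor strain around Ank carries expression differences of its own. Counted over all genes, those below background in most arrays included, 2 of the 40 genes next to Ank met the thresholds in each tissue (Mtdh and, below background in most arrays, Laptm4b in the AF, Cdh6 and Myo10 in the NP), a share of 5% where all such genes give 2.23% and 1.93%, and the one-sided share of 18692 windows of 40 genes with as many calls was 0.220 in the AF and 0.180 in the NP, so this test cannot tell whether such a segment could contribute.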
